# Toxicogenomic analysis of *Caenorhabditis elegans *reveals novel genes and pathways involved in the resistance to cadmium toxicity

**DOI:** 10.1186/gb-2007-8-6-r122

**Published:** 2007-06-25

**Authors:** Yuxia Cui, Sandra J McBride, Windy A Boyd, Scott Alper, Jonathan H Freedman

## Abstract

**Background:**

Exposure to cadmium is associated with a variety of human diseases. At low concentrations, cadmium activates the transcription of stress-responsive genes, which can prevent or repair the adverse effects caused by this metal.

**Results:**

Using *Caenorhabditis elegans*, 290 genes were identified that are differentially expressed (>1.5-fold) following a 4 or 24 hour exposure to cadmium. Several of these genes are known to be involved in metal detoxification, including *mtl-1*, *mtl-2*, *cdr-1 *and *ttm-1*, confirming the efficacy of the study. The majority, however, were not previously associated with metal-responsiveness and are novel. Gene Ontology analysis mapped these genes to cellular/ion trafficking, metabolic enzymes and proteolysis categories. RNA interference-mediated inhibition of 50 cadmium-responsive genes resulted in an increased sensitivity to cadmium toxicity, demonstrating that these genes are involved in the resistance to cadmium toxicity. Several functional protein interacting networks were identified by interactome analysis. Within one network, the signaling protein KEL-8 was identified. *Kel-8 *protects *C. elegans *from cadmium toxicity in a *mek*-1 (MAPKK)-dependent manner.

**Conclusion:**

Because many *C. elegans *genes and signal transduction pathways are evolutionarily conserved, these results may contribute to the understanding of the functional roles of various genes in cadmium toxicity in higher organisms.

## Abstract 2

Global analysis of the transcriptional response to cadmium exposure in *Caenorhabditis elegans *reveals roles for genes involved in cellular trafficking, metabolic processes and proteolysis, and for the signaling protein KEL-8.

## Background

Cadmium is a persistent environmental toxicant that is associated with a variety of human diseases. Target organs of cadmium toxicity include kidney, testis, liver, prostate, lung and tissues, including muscle, skin and bone. Cadmium has also been classified as a category 1 human carcinogen by the International Agency for Research on Cancer [1]. In addition, cadmium exposure is associated with teratogenic responses, including fetal limb malformations, hydrocephalus, and cleft palate [2-5].

At low levels of exposure, the toxicological effects of cadmium are prevented by the activation of intracellular defense and repair systems, namely the stress response. Cadmium-induced expression of stress-responsive genes has been reported in a variety of species [6-10]. Cadmium can activate transcription of many stress-responsive genes, including those that encode metallothioneins, glutathione-S-transferases (GSTs) and heat shock proteins, all of which play important roles in the resistance to metal toxicity or cellular repair. The emergence of microarray technology has enabled genome-wide investigations of gene regulation, and the subsequent identification of genes that were not previously associated with responses to cadmium exposure. For example, treatment of HeLa cells with cadmium affected the expression of more than 50 genes, out of 7,075 genes that were examined [11]. Exposure of the human T-cell line CCRF-CEM to cadmium altered the mRNA levels of more than 100 genes in a dose- and time-dependent manner [11,12]. The results obtained from these and other studies provide valuable knowledge on the ability of cadmium to alter gene expression [13,14].

In most cases, the relationship between cadmium-induced changes in mRNA levels and the biological consequence of the alteration has not been established. Only a few cadmium-responsive genes have been tested for a role in the resistance to cadmium toxicity. Mammalian metallothioneins and the *Caenorhabditis elegans cdr-1 *genes are highly cadmium-inducible. Inactivation of both MT-1 and MT-2, in MT-1/2 double knockout mice, or inhibition of *cdr-1 *by RNA interference (RNAi) in *C. elegans *results in hypersensitivity to cadmium [15-17]. These results confirmed the important roles of these proteins in the defense against cadmium toxicity.

In the present study, we utilized whole genome *C. elegans *DNA microarrays to monitor global changes in the nematode transcription profile following cadmium exposure. Bioinformatic analysis of Gene Ontology (GO) and protein interaction networks were used to identify potentially novel pathways involved in the cadmium defense response. The biological role of the cadmium-responsive genes and the cognate pathways in the defense against cadmium toxicity were studied by inhibition of gene expression using RNAi. Genes and pathways previously associated with cadmium exposure were identified, confirming the efficacy of the study. In addition, genes and pathways not previously associated with cadmium exposure were discovered.

## Results

### Effects of cadmium on the transcription of stress-responsive genes

To determine the optimal conditions that affect cadmium-responsive transcription, quantitative real-time PCR (qRT-PCR) was performed to assess the effects of different cadmium concentrations and exposure times on the expression of selected stress-responsive genes. The level of expression of three *C. elegans *cadmium-responsive genes, *cdr-1*, *mtl-1 *and *mtl-2*, significantly increased at all cadmium concentrations following a 24 h exposure (Figure 1a). However, the levels of expression of the two general stress-responsive genes, *gst-38 *and *hsp-70*, were induced only at concentrations greater than 50 μM (Figure 1a).

**Figure 1:**
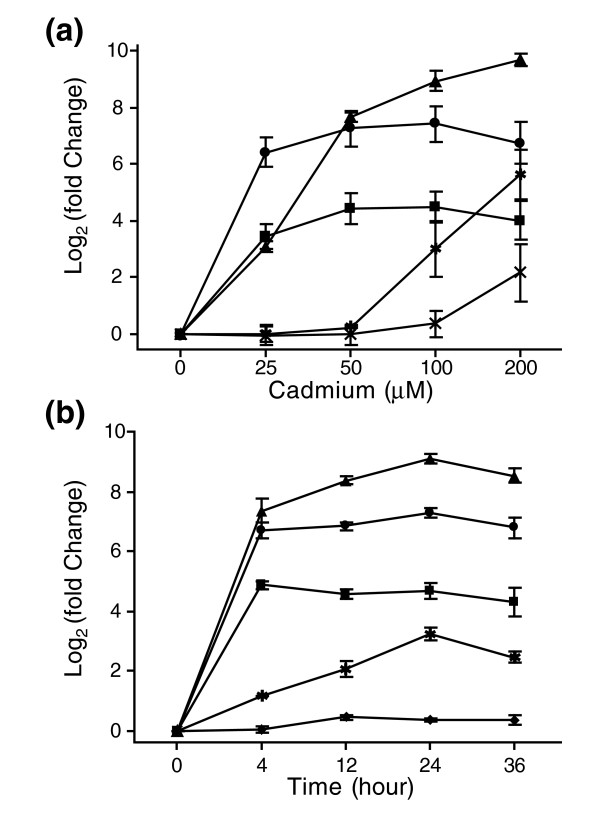
Effects of cadmium on the transcription of stress-responsive genes. Total RNA was extracted from non-treated or cadmium-treated *C. elegans*, and mRNA levels of cadmium-responsive (*cdr-1 *(triangle), *mtl-1 *(square), *mtl-2 *(circle)) and general stress-responsive (*gst-38 *(asterisk), *hsp-70 *(cross); T24H10.4 (diamond)) genes were measured with qRT-PCR. All measurements were normalized to the mRNA level of *mlc-2*. Fold change was normalized to the mRNA levels observed in non-exposed nematodes. Results were displayed in mean log_2_fold ± SE (*n *= 3). **(a) **The effect of cadmium concentration on mRNA levels following 24 h exposure. **(b) **The effect of exposure time on mRNA levels following exposure to 100 μM cadmium.

The time course of gene induction in response to 100 μM cadmium was also examined. The expression of cadmium-responsive genes was maximally induced after only 4 h; in contrast, the general stress-responsive gene *gst-38 *reached its highest level of expression after 24 h (Figure 1b). The *C. elegans *homolog of human *jun*, T24H10.7, did not respond significantly to cadmium exposure. 

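For the microarray experiment, RNA of cadmium-treated nematodes (100 μM, either 4 h or 24 h) was hybridized together with RNA of non-treated nematodes to Agilent *C. elegans* oligonucleotide arrays, with 18 arrays for each exposure time. On 9 arrays of each time the treated RNA carried the dye Cy5, and on the other 9 it carried Cy3. The methods describe 3 independent cultures per condition with RNA isolated in triplicate, which gives 9 RNA replicates per treatment, each hybridized in both dye orientations. The labels of the deposited arrays number them from 1 to 18 within each exposure time. They do not tell which arrays share a culture, an RNA preparation or a dye flip. Each array held 22562 spots, of which 1080 were controls. The remaining 21482 spots carried 20402 probes, 120 of which were printed 10 times.
The authors deposited the output of Agilent's Feature Extraction software for each array, with the fluorescence intensity of both dyes, the local background, a log10 ratio of the dyes and quality flags for each spot. They also deposited a table of their own normalized ratios, which holds natural logs of the treated over the control signal with the dye flips already turned. Probes were counted as well above background where the software's flag said so in both dyes. Between 18641 and 19705 probes per array passed this at 4 h (median 19231.5), and between 18255 and 19662 at 24 h (median 19285.5). The median ratio of raw signal to local background ranged over the arrays from 1.99 to 14.1 in Cy5 at 4 h, with a median of 8.36, and its medians in Cy3 were 7.41 at 4 h and 7.97 at 24 h. The number of arrays limits the precision of the values.
The background-corrected signals of the scanner files were turned into log2 ratios of treated over control and normalized by loess within each array. Control spots and spots with an outlier flag were left out, and repeated spots of a probe were averaged. As in the methods, a probe was left out of an exposure time when both signals were under 2 times the background on more than a share of 0.667 of its arrays. This left 19859 probes at 4 h and 20226 at 24 h. The ratios of each time were fitted with limma, with a term for the dye orientation. Because the arrays of a dye flip could not be paired, the standard error was that of 9 replicates and not of 18 arrays. The p values are two-sided, and adjusted p values are Benjamini-Hochberg adjusted over all probes of the fit. Genes are named by the probe's gene name on the array and, where they matched, by the symbol of the RefSeq gene table of assembly WBcel235. Of the 20402 probes, 19460 matched this table. A gene with several probes is given by its brightest probe.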

Based on these results, subsequent microarray experiments were performed using *C. elegans *exposed to 100 μM cadmium for 4 and 24 h.

### Microarray analysis of cadmium-responsive transcription

There were 37 and 95 genes significantly up-regulated after 4 h and 24 h exposures to cadmium, respectively; 6 genes were significantly down-regulated following a 24 h exposure (fold-change ≥2, *p *< 10^-6^) (Table 1, Figure 2). 

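At the same limits on fold-change and p, 34 probes were up-regulated after 4 h and 96 after 24 h, with 33 of them up-regulated at both times. The probes down-regulated after 24 h numbered 4. They were those of lys-4, lys-5, lys-6 and Y48E1B.8, which were lower by 2.269-, 2.107-, 2.382- and 2.013-fold and fell on 18 of 18 arrays each. After 4 h, limma gave 0 probes that were lower by at least 2-fold, also at an unadjusted p under 0.05. Without a limit on the fold-change, the adjusted p was under 0.05 for 280 probes at 4 h and for 4265 at 24 h.
The arrays had been extracted from the images on different days, 2 of which held several arrays of both times. On each of these days, all 34, 96 and 4 probes changed in the direction of the whole set. They also did so among the arrays at each of the 2 more common levels of the scanner's dark offset. Since the probes were chosen on these same arrays, this agreement was largely set in advance. With the 3 cultures, in place of the 9 RNA replicates, taken as the independent units, the counts were 3 up-regulated probes after 4 h, 5 after 24 h and 0 down-regulated after 24 h, where 6 probes were lower by at least 2-fold at an unadjusted p under 0.05 by limma. No culture was identified, so this only widened the standard errors and cut the degrees of freedom. On simulated arrays it returned 0 of 50 probes changed 4-fold at these limits, so these counts cannot decide whether the changes hold across cultures. On the arrays with treated RNA in Cy5 alone, the down-regulated probes after 24 h numbered 33, which was the largest move of that count.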

The genes whose levels of expression significantly changed were clustered into three groups: group 1, early response genes; group 2, late response genes; and group 3, down-regulated genes. 

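Whether a change was early or late was tested as the difference between the 24 h and the 4 h log2 change, in a fit of all arrays of both times. The difference reached 1.5-fold with an adjusted p under 0.05 for 84 probes, of which 69 were higher and 15 lower at 24 h. At any size, 272 probes had an adjusted p under 0.05. Of the 63 probes that were up-regulated 2-fold at 24 h and not at 4 h, 37 had a larger change at 24 h by this test. The rest did not reach both limits, but a difference under 1.5-fold can still have an adjusted p under 0.05. An example is ugt-62, with a difference in log2 of 0.47 (adjusted p = 2.34e-06 by limma). A larger change does not mean that there was none at 4 h, since 56 of the 96 probes up-regulated 2-fold at 24 h were past 1.5-fold and p of 0.001 at 4 h already. Of the 34 probes up-regulated 2-fold at 4 h, 13 rose further by 24 h past both limits of the test and 0 fell back past them. The largest rise between the times was that of numr-1 (F08F8.5), from 1.37-fold at 4 h to 7.23-fold at 24 h (difference in log2 2.40 ± 0.17 SE, adjusted p = 3.63e-08). It was followed by fbxa-163 (C08E3.6), which went from 1.26-fold to 5.35-fold.
Of the 70 probes past 1.5-fold and p of 0.001 at 4 h, 66 were past these limits at 24 h too, each in the same direction. Across the 19859 probes tested at both times, the log2 changes correlated with a Pearson r of 0.863. Probes are not independent replicates, and the paper's text does not say whether the comparisons of the 2 times shared control RNA. Simulated unchanged groups that shared a control gave an r of 0.476 and 0 probes past the limits at both times. The 84 differences kept their direction within each of the 2 larger extraction days, as differences chosen on the same arrays mostly would. They were fewer, 30, without background subtraction, and 0 with the 3 cultures as the independent units, where 81 reached an unadjusted p under 0.05 by limma.

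**Figure D1:**
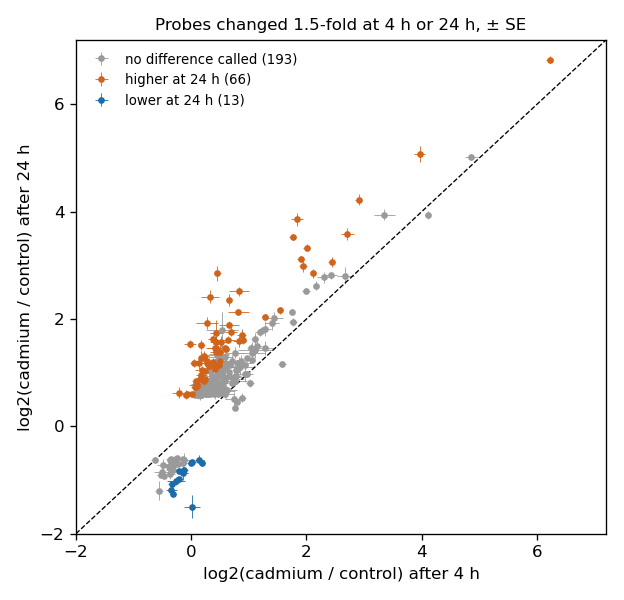
The log2 change of treated over control at 24 h (vertical axis) is plotted against that at 4 h (horizontal axis) for the 272 probes past 1.5-fold and p of 0.001 at either time that have a value at both. Points are coloured by the test of the difference between the times, which gave 66 probes higher at 24 h, 13 lower and 193 without a difference past the limits.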

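Among the phase I metabolism genes that rose after 4 h, cyp-14A4 (R04D3.1) was 15.6-fold higher in treated nematodes (log2 3.96 ± 0.10 SE, adjusted p = 1.63e-10) and cyp-13A7 (T10B9.10) was 6.40-fold higher (log2 2.68 ± 0.15 SE, adjusted p = 3.66e-07). Of the phase II metabolism genes, ugt-1 (AC3.7) rose by a log2 of 2.44 ± 0.06 (SE, adjusted p = 1.63e-10) and gst-33 (C02A12.1) by 1.94 ± 0.07 (SE, adjusted p = 3.89e-09). Each of these genes was higher on 18 of 18 arrays at 4 h.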

The early response group includes *cdr-1*, *mtl-1*, *mtl-2*, and phase I and phase II metabolism genes. The levels of expression from the microarray study of *cdr-1*, *mtl-1*, *mtl-2 *and *gst-38 *were consistent with the qRT-PCR results.

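On the arrays, cdr-1 (F35E8.11) rose to 74.5-fold after 4 h (log2 6.22 ± 0.06 SE, adjusted p = 1.64e-14) and to 114-fold after 24 h (log2 6.83 ± 0.07 SE, adjusted p = 1.47e-13), and the difference between the times was past the limits (adjusted p = 8.12e-04). For mtl-2 (T08G5.10) the changes were 29.0-fold and 32.4-fold, and for mtl-1 (K11G9.6) 17.3-fold and 15.3-fold. Neither metallothionein gene was shown to differ between the times (adjusted p = 0.9999 and 0.708). gst-38 (F35E8.8) rose 1.57-fold after 4 h (log2 0.65 ± 0.05 SE) and 5.11-fold after 24 h (log2 2.35 ± 0.11 SE), with an adjusted p of 1.5e-07 for the difference. The 4 h change of gst-38 was not past the limits with normexp background correction, without background subtraction and on the arrays with treated RNA in Cy5 alone. The other stress gene of the qRT-PCR experiment, hsp-70 (C12C8.1), was at 1.46-fold after 4 h and past the limits at 1.64-fold after 24 h, without a difference past the limits between the times (p = 0.0297, adjusted p = 0.544). All of these genes were higher on every array with a value for them, which was 17 arrays for mtl-1 at 24 h and 18 otherwise.

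**Figure D2:**
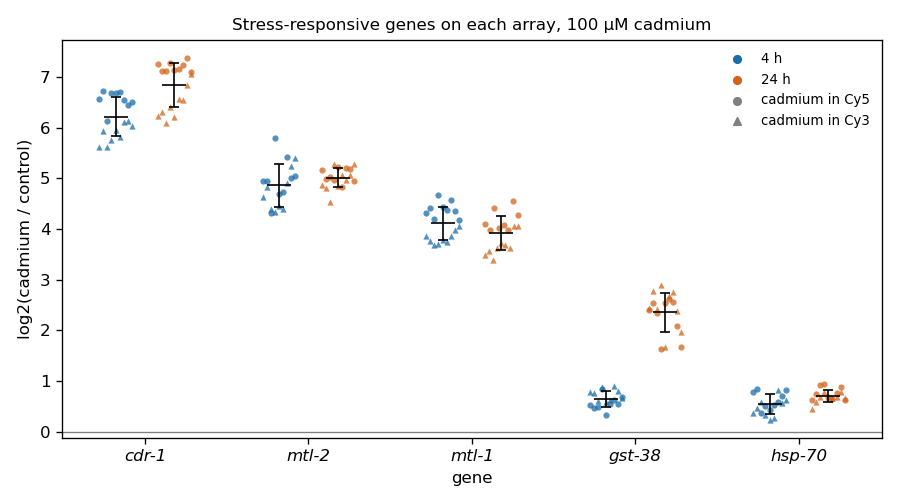
Log2 ratio of treated over control for cdr-1, mtl-2, mtl-1, gst-38 and hsp-70 on each array at 4 h and 24 h. Points are marked by the dye of the treated RNA. Bars give the mean and the standard deviation over the arrays. cdr-1 lies at 6.22 and 6.83, and gst-38 is the gene that moves most between the times, from 0.65 to 2.35.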

**Table 1:** Genes whose expression changes following 4 h or 24 h cadmium exposure

Gene name	CGC gene name	4 h exposure		24 h exposure	
			
		Fold change	*P *value	Fold change	*P *value
**Up-regulated genes (early response group)**					
F35E8.11	*cdr-1*	73.4	1.00E-43	111.4	3.10E-43
T08G5.10	*mtl-2*	28.7	1.70E-38	31.7	<1.0E-43
K11G9.6	*mtl-1*	17.1	6.28E-40	15.0	4.71E-39
R04D3.1	*cyp-14A4*	14.9	5.32E-37	32.4	4.02E-34
T26H2.5		10.1	6.57E-27	15.2	2.88E-38
Y46G5A.24		7.4	1.32E-37	18.3	6.16E-37
F56A4.5		6.5	1.96E-29	11.8	1.32E-32
T10B9.10	*cyp-13A7*	6.3	2.57E-26	6.9	4.00E-26
AC3.7	*ugt-1*	5.4	4.16E-42	8.2	3.46E-37
F41B5.2	*cyp-33C7*	5.3	6.86E-30	6.9	5.18E-42
T08G5.1		4.9	1.20E-27	6.8	4.04E-32
T16G1.6		4.5	1.16E-41	6.1	3.91E-36
T10B9.1	*cyp-13A4*	4.3	6.38E-40	7.1	1.12E-35
F28D1.3	*thn-1*	4.0	7.88E-34	9.9	1.50E-42
F53C3.12		3.9	1.07E-31	5.7	2.12E-40
C02A12.1	*gst-33*	3.8	2.57E-33	7.8	2.15E-33
Y59E9AR.4	*thn-5*	3.7	2.50E-35	8.5	4.87E-42
F28D1.4	*thn-3*	3.6	2.69E-23	14.3	6.80E-33
Y39B6A.24		3.4	7.06E-31	11.4	4.48E-42
F28D1.5	*thn-2*	3.4	3.45E-30	3.7	3.51E-35
T18D3.3		3.3	2.18E-31	4.3	1.45E-35
T16G1.5		3.0	1.65E-30	2.2	1.02E-29
T10B9.2	*cyp-13A5*	2.9	3.11E-36	4.4	1.22E-34
C17H1.3		2.7	5.00E-17	4.0	7.58E-25
Y40B10A.6		2.6	2.99E-20	3.8	6.72E-23
Y40B10A.7		2.4	1.41E-20	3.5	1.59E-22
C27H5.4		2.4	1.90E-27	4.1	1.52E-32
F26F2.3		2.4	1.77E-14	2.7	1.66E-19
F49F1.6		2.4	6.64E-33	3.4	2.19E-38
F45D11.4		2.3	1.52E-22	3.3	6.57E-31
F49F1.7		2.2	2.93E-20	2.8	6.66E-24
E02A10.2	*grl-23*	2.1	2.47E-07	2.6	3.93E-19
K04A8.5		2.1	1.04E-25	3.0	2.50E-23
W01A11.1		2.1	2.01E-28	2.3	1.28E-31
F45D11.14		2.1	9.71E-09	2.6	2.43E-14
F37B1.8	*gst-19*	2.0	8.18E-24	2.7	2.40E-27
C31A11.5		2.0	7.33E-24	1.7	3.35E-18
					
**Up-regulated genes (late response group)**					
F08F8.5				7.1	1.06E-28
B0507.8		1.8	4.14E-09	5.6	2.51E-32
C08E3.6				5.2	2.02E-27
F35E8.8	*gst-38*	1.6	3.05E-20	5.0	1.41E-28
C31B8.4		1.8	5.34E-09	4.3	2.57E-37
C17H1.8				4.0	5.83E-19
T01C3.4		1.6	3.18E-07	3.7	3.88E-32
F15E11.12				3.4	1.88E-10
W08A12.4		1.6	2.66E-12	3.3	2.54E-27
F48C1.9				3.3	2.97E-14
R05D8.9		1.8	9.43E-18	3.2	4.16E-25
ZC196.6				3.0	1.18E-26
C08E3.10		1.6	2.44E-08	3.0	1.58E-30
Y73C8C.2		1.8	1.45E-22	3.0	3.27E-28
T08E11.1				2.9	5.78E-24
C54D10.8				2.9	3.96E-24
C17H1.4				2.9	5.74E-21
Y39G8B.7				2.8	1.55E-26
C45G7.3				2.8	7.31E-23
F15B9.6		1.5	2.29E-17	2.7	4.03E-33
ZK742.3		1.5	9.27E-14	2.7	1.04E-24
C17H1.9				2.7	8.10E-18
T07D10.4	*clec-15*	1.7	6.03E-10	2.6	1.51E-22
C08E3.1				2.4	1.12E-19
F37B1.1	*gst-24*			2.4	1.02E-18
T10B9.3	*cyp-13A6*	1.9	2.08E-25	2.4	5.68E-25
C47A10.1	*pgp-9*	1.8	1.09E-20	2.3	3.32E-21
F42C5.3		1.6	1.37E-11	2.3	3.76E-20
B0024.4				2.3	9.01E-17
B0507.10				2.3	2.11E-23
Y105C5A.12				2.3	1.06E-19
T27E4.2	*hsp-16*.*11*			2.3	9.06E-30
ZK643.8	*grl-25*	1.8	7.23E-07	2.2	2.62E-19
F15E6.8				2.2	8.03E-23
F13H6.3		1.7	3.31E-25	2.2	6.26E-31
K02E2.7				2.2	1.25E-22
F57B9.3				2.2	1.18E-19
Y19D10B.7				2.2	2.44E-13
F49H6.5		1.5	1.18E-09	2.2	1.19E-16
C29F7.1		1.9	2.15E-24	2.2	3.55E-30
F44E7.5		1.5	6.49E-21	2.2	3.59E-29
M88.1	*ugt-62*	1.6	1.06E-23	2.2	2.78E-34
F53H2.1				2.2	2.47E-23
B0284.2				2.1	5.41E-26
C54D10.7				2.1	2.83E-21
F56C3.9		1.5	3.21E-13	2.1	4.20E-23
T27F6.2	*clec-12*			2.1	1.45E-18
D2023.7	*col-158*	1.8	6.26E-07	2.1	6.44E-15
C29F7.2				2.1	1.41E-30
T12D8.5				2.1	5.12E-22
F41B5.3	*cyp-33C5*	1.6	8.21E-20	2.1	1.21E-24
F15A4.8				2.0	2.08E-22
T28D9.3		1.7	3.40E-24	2.0	7.68E-30
F09B9.1		1.7	8.66E-20	2.0	1.63E-32
Y75B8A.28				2.0	3.06E-20
F15E11.1				2.0	3.41E-11
B0284.4				2.0	4.57E-13
F47H4.10	*skr-5*			2.0	2.15E-28
K09D9.1				2.0	3.55E-22
					
**Down-regulated genes**					
ZK816.5	*dhs-26*	1.5	1.16E-10	2.3	3.77E-11
F58B3.3	*lys-6*			2.4	1.35E-17
F58B3.1	*lys-4*			2.3	3.80E-18
F58B3.2	*lys-5*			2.1	3.93E-18
Y48E1B.8				2.0	1.01E-15
Y39G10AR.6	*ugt-31*			2.0	5.16E-18

**Figure 2:**
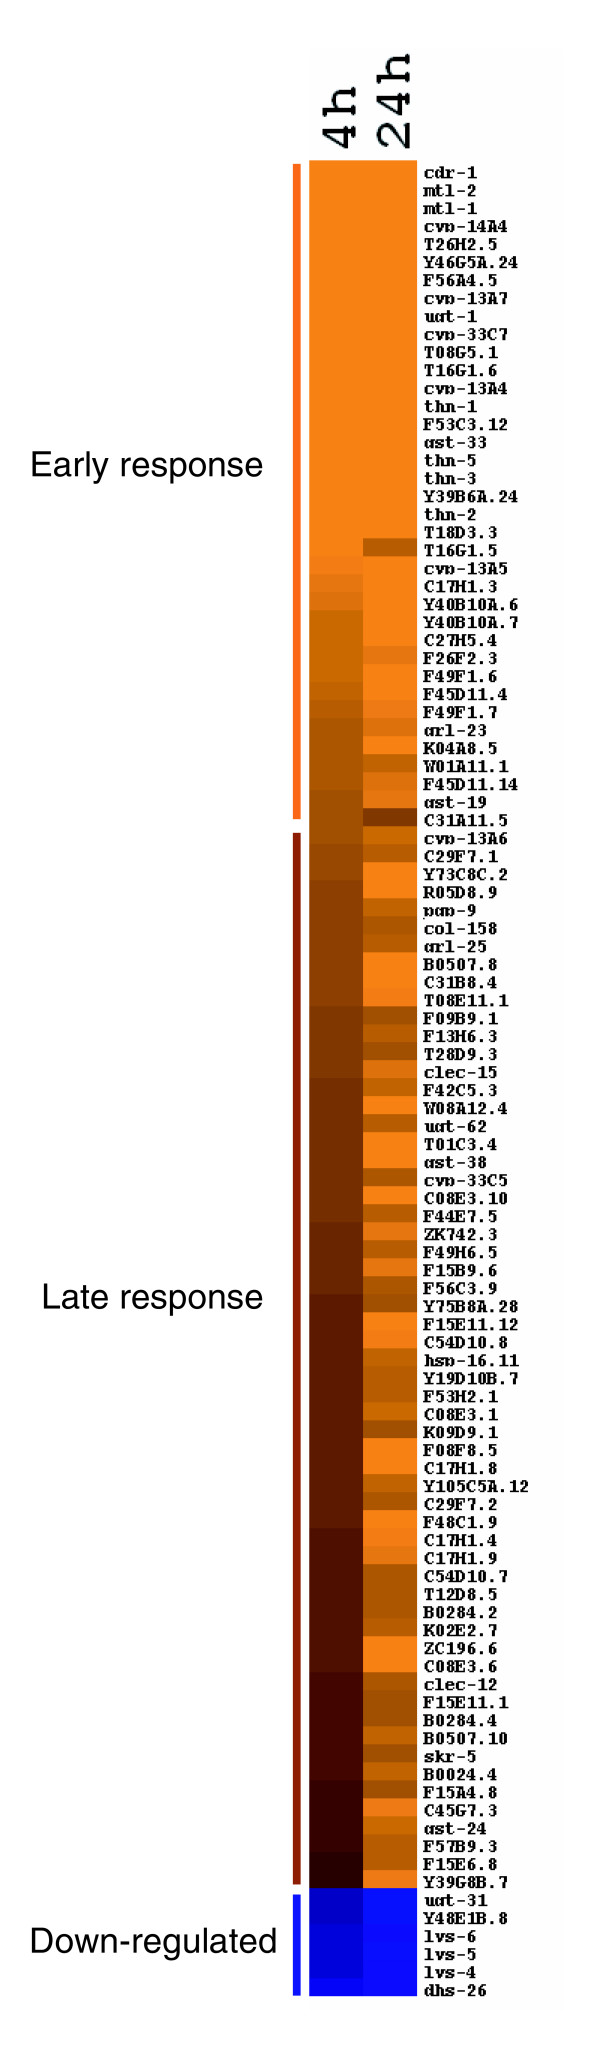
Heat map of cadmium-responsive genes. Cadmium responsive genes (≥2-fold) based on decreased expression (blue) or increased expression (orange) relative to non-treated *C. elegans*. Brighter shades of color correspond to greater fold changes in expression.

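The genes of the heat map are those of Table 1. All 37 genes of its early group were on the array, with log2 changes from 1.02 to 6.22 at 4 h (median 1.76) and from 0.80 to 6.83 at 24 h (median 2.53). Of these, 34 were past 2-fold and the stricter p at 4 h and 35 at 24 h, and 13 were larger at 24 h by the test of the difference. Of the 59 genes of the late group, 58 were on the array, with a median log2 change of 0.53 at 4 h and 1.22 at 24 h. None of the late genes passed the stricter limits at 4 h, 51 did at 24 h, and 22 were past 1.5-fold and p of 0.001 at 4 h already. For 34 of the 58 the change was larger at 24 h by the test of the difference. The 6 down-regulated genes had a median log2 change of -0.33 at 4 h and -1.13 at 24 h, with 4 of them past 2-fold and the stricter p and 5 lower at 24 h than at 4 h by the test.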

Microarray results were analyzed to identify the biological processes and molecular functions that are affected by cadmium exposure. To extend the scope of the analysis, 290 genes, whose expression levels were changed by cadmium by at least 1.5-fold (*p *< 0.001) following either 4 h or 24 h exposure, were used in the analysis (237 up-regulated and 53 down-regulated; Additional data file 2). 

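At 1.5-fold and p of 0.001, 280 probes of 274 genes were past the limits at 4 h or 24 h, of which 244 probes were up-regulated and 36 down-regulated. The study's list in Additional data file 2 has 290 entries. They name 281 genes that are on the array, and 242 of these were past the limits here. The other 39 all changed in the listed direction, 37 of them by less than 1.5-fold at both times, and none was past the limits in the opposite direction. A further 32 genes outside the list were past the limits, 30 up-regulated and 2 down-regulated. At 24 h, the p adjusted over the list alone was under 0.05 for 280 of the 281 genes, against 279 with the adjustment over all probes. At 4 h the counts were 226 and 141 of 280 genes. The study chose the list on the same arrays, so neither count of a pair is independent evidence.
All 240 probes up-regulated and 36 down-regulated at 24 h kept their direction within each of the 2 larger extraction days. Their choice on the same arrays made this likely. The count of down-regulated probes moved most, to 401, on the arrays with treated RNA in Cy5 alone, and was 17 without background subtraction. The count of up-regulated probes went from 119 without background subtraction to 510 on the arrays with treated RNA in Cy3 alone.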

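Additional data file 3 names the genes behind each biological process, and their changes were looked up on the arrays. The enrichment of the terms was not computed again here, since it needs the term membership of all genes. After 4 h, the supplement lists 25 up-regulated genes under metabolism, of which 19 were past 1.5-fold and p of 0.001 at that time. Their median log2 change was 0.87, and the lowest was 0.54. It lists 18 up-regulated genes under localization, with 13 past the limits and a median of 0.86. The same 18 genes are counted again under transport. They are mainly cytochrome P450 and collagen genes. Every gene listed as up-regulated under these terms was higher in treated nematodes at 4 h.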

Gene Ontology analysis indicated that *C. elegans *metabolic and localization pathways, which regulate establishment of localization and transportation of different chemical species (especially metal ions), were significantly enriched (*p *< 0.05) with up-regulated genes following the 4 h exposure (Figure 3, Additional data file 3). After a 24 h exposure, metabolic and localization pathways were enriched with both up- and down-regulated genes. 

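At 24 h, the 45 genes listed as up-regulated under metabolism had a median log2 change of 0.85, and 40 of them were past the limits. The 18 listed there as down-regulated had a median of -0.68, with 12 past the limits. Under localization, 26 of 27 up-regulated genes (median 0.89) and 6 of 9 down-regulated genes (median -0.61) were past the limits. All of them changed in the listed direction.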

Additional pathways that were overpopulated with down-regulated genes included fatty acid metabolism, cellular lipid metabolism and cell wall catabolism. 

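The fatty acid metabolism term lists 3 down-regulated acyl-CoA oxidase genes. Of these, acox-1.2 (F08A8.2) fell by 0.89 on the log2 scale at 24 h (SE 0.09, adjusted p = 6.92e-05). The others, acox-1.3 (F08A8.3) and acox-1.5 (C48B4.1), were 1.47- and 1.49-fold lower and so under the 1.5-fold limit. Cellular lipid metabolism adds gba-4 (Y4C6B.6), which fell by 0.92 on the log2 scale (SE 0.05, adjusted p = 3.74e-07), and lists 1 up-regulated gene, asm-2, with a log2 change of 0.60. Cell wall catabolism consists of 4 lysozyme genes, all past the limits.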

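Additional data file 3 lists 8 up-regulated proteolysis genes at 24 h, with log2 changes from 0.56 to 3.53 (median 0.67). Of these, 6 were past 1.5-fold and p of 0.001. The 2 listed at 4 h, asp-17 and pgp-9, were past the limits at that time as well. The term also holds 1 gene that was lower at 24 h, asp-13, at a log2 change of -0.59.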

Proteolysis pathways were enriched with up-regulated genes following a 24 h exposure, suggesting that increased protein degradation may occur after prolonged exposure to cadmium. 

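Additional data file 4 lists 31 up-regulated genes under catalytic activity at 4 h and 62 at 24 h. Of these, 26 at 4 h and 54 of 60 with a value at 24 h were past 1.5-fold and p of 0.001, with median log2 changes of 0.87 and 0.84. Under ion binding, 15 of 16 genes at 4 h and 20 of 20 at 24 h were past the limits. Their medians were 1.26 and 1.19, and most of them are cytochrome P450 genes.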

The molecular functions enriched with over-expressed genes after both 4 h and 24 h exposures were catalytic activity and binding activities to many ion species, which agrees well with the results of the biological processes analysis (Figure 3, Additional data file 4).

**Figure 3:**
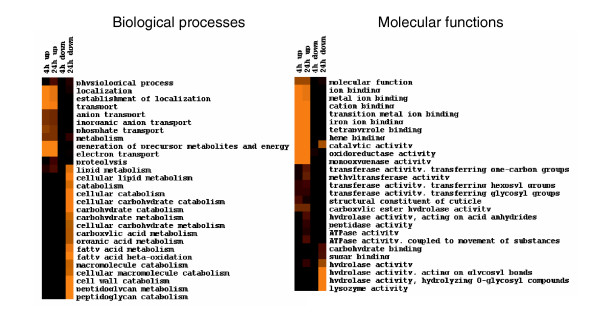
Biological processes and molecular functions enriched with cadmium-responsive genes. We used 286 genes that were significantly changed following a 24 h exposure to 100 μM cadmium and 86 genes that were significantly changed following a 4 h exposure in the GO analysis. GO terms with *p *< 0.05, and ≥4 changed genes in at least one of four conditions (up or down regulated after 4 or 24 h cadmium exposures) are displayed (Additional data files 3 and 4). The brighter the color, the more significant the enrichment of the pathway.

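On the arrays, 276 probes at 24 h and 70 at 4 h were past 1.5-fold and p of 0.001 here. At 24 h, 240 were up-regulated and 36 down-regulated. At 4 h, 69 were up-regulated and 1 down-regulated.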

Although GO analysis provides an overall understanding of the global transcription profile, current *C. elegans *GO data are not sufficient to predict the functions of all of the cadmium-responsive genes. Several *C. elegans *cadmium-regulated genes have been mapped to known metabolic pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [18] (Table 2). Among these are four cytochrome P450 genes, which are involved in metabolism of both endogenous and exogenous compounds; gene W01A11.1, which is involved in degradation of tetrachloraethene; and *gst-38*, which is involved in phase II metabolism. 

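At 24 h, the cytochrome P450 genes of Table 2 were 7.21-fold (cyp-13A4), 4.48-fold (cyp-13A5), 2.41-fold (cyp-13A6) and 7.01-fold (cyp-13A7) higher in treated nematodes, on 18 of 18 arrays each. The neighbouring genes cyp-13A4 and cyp-13A5 have probes that share a stretch of 20 bases, so their signals may not be fully separate. The hydrolase gene W01A11.1 was 2.08-fold higher at 4 h (log2 1.06 ± 0.04 SE, adjusted p = 1.44e-08) and 2.36-fold higher at 24 h (log2 1.24 ± 0.04 SE, adjusted p = 2.54e-09), and the difference between the times, a log2 of 0.18 ± 0.06 SE (p = 0.00407, adjusted p = 0.169), was not past the limits.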

The majority of the cadmium-responsive genes, however, are novel and have not been assigned GO categories or mapped to biochemical pathways. Of the 290 genes whose expression significantly changed following a 24 h cadmium exposure, only 83 (29%) have been assigned biological process GO terms. Similarly, only 109 (38%) of the genes following a 24 h exposure have been assigned molecular function GO terms (Additional data file 1).

**Table 2:** KEGG pathways for cadmium-responsive genes

Gene name	Description	KEGG pathway
T01B9.1	cyp-13A4*	Ascorbate and aldarate metabolism
T01B9.2	cyp-13A5*	Stilbene, coumarine and lignin biosynthesis
T01B9.3	ccp-13A6*	Gamma-hexachlorocycloheane degradation
T01B9.10	cyp-13A7*	Limonene and ponene degradation Fluorene degradation
		
W01A11.1	Predicted hydrolases or acyltransferases	Tetrachloraethene degradation
		
F35E8.8	*gst-38*	Glutathione metabolism

*Each of the *cyp *genes is found in each of the KEGG pathways listed in the right column.

### Functional analysis of cadmium-responsive genes using RNA interference

Of the 53 down-regulated genes (≥1.5-fold), 8 have previously reported RNAi phenotypes, including embryonic lethality, slow growth, larval growth arrest, and sterility (Table 3). This suggests that the suppression of the expression of these genes by cadmium may adversely effect embryonic development, growth or reproduction. 

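Of the 8 genes of Table 3, 4 were past 1.5-fold and p of 0.001 at 24 h. F09F7.4 was 1.68-fold lower (adjusted p = 3.43e-04), and its other probe gave the same call. col-133 was 1.63-fold lower (adjusted p = 4.06e-06) and R11G11.14 was 1.60-fold lower (adjusted p = 5.56e-07). F22A3.6 was 1.75-fold lower by its brighter probe (adjusted p = 5.18e-07), while its other probe was unchanged at a log2 change of -0.0028. The remaining 4 genes fell on 18 of 18 arrays by less than 1.5-fold, with folds of 1.499 for T15B7.1, 1.477 for acdh-1, 1.452 for C25G4.6 and 1.444 for T04A8.5. Among the 22 alternative settings, T15B7.1 passed the limits with the authors' deposited normalized ratios and with Feature Extraction's own log ratios, among others. R11G11.14 was lost in 3, which were normexp correction, no background subtraction and the arrays with treated RNA in Cy3 alone, col-133 in the last 2 of these, and F09F7.4 with the 3 cultures as the independent units. None of the 8 genes was past the limits at 4 h.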

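F57B9.3 was not past the limits at 4 h (1.10-fold, adjusted p = 0.531) and 2.26-fold higher at 24 h (log2 1.18 ± 0.10 SE, adjusted p = 1.26e-05), a difference past the limits (adjusted p = 1.55e-04). Its 24 h change was no longer past the limits without background subtraction, with normexp correction or with the cultures as the independent units. cyp-13A4 (T10B9.1) was 4.35-fold higher at 4 h already and rose further by 24 h (difference in log2 0.73, adjusted p = 2.52e-04).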

Several of the up-regulated genes also have previously reported phenotypes, such as F57B9.3 (embryonic lethal, larval arrest) and *cyp-13A4 *(locomotion abnormal, slow growth) [19]. The biological consequence of changes in expression of the majority of the genes, and their roles in the defense against cadmium toxicity, however, are unknown. To investigate the relationship between cadmium-induced gene expression and resistance to cadmium toxicity, the effects of inhibiting the expression of the cadmium-responsive genes in the presence or absence of cadmium on *C. elegans *growth were determined.

**Table 3:** Published RNAi phenotypes of down-regulated genes

Target gene name	Description	24 h fold change	RNAi phenotype*	Reference
F09F7.4	Enoyl-CoA hydratase	1.8	Emb	[61]
			Gro	[19]
F22A3.6	Unknown	1.8	Emb	[62]
T15B7.1	Ficolin and related extracellular proteins	1.7	Emb	[63]
F52B11.4	Collagen (*col-133*)	1.7	Emb, Gro, Rup	[19]
R11G11.14	Triglyceride lipase-cholesterol esterase	1.6	Him	[64]
C55B7.4	Acyl CoA dehydrogenase (*acdh-1*)	1.5	Age	[65]
C25G4.6	Unknown	1.5	Ste	[66]
			Lva, Pvl, Stp	[67]
T04A8.5	Glutamine phosphoribosylpyrophosphate amidotransferase	1.5	Larval lethal-early (L1/L2), WT	[61]
			Lva	[63]

*The phenotypes are: Age, ageing alteration; Emb, abnormal embroygenesis; Gro, abnormal growth rate; Him, high incidence of males; Lva, larval arrest; Pvl, protruding vulva; Rup, exploded through vulva; Ste, sterile; Stp, sterile progeny; WT, wild type.

The expression of 92 cadmium-responsive genes, which were induced by cadmium (≥1.5-fold), was inhibited by RNAi in the presence of four different cadmium concentrations in an *mtl-2 *null background. 

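The supplement's table of this screen holds 93 entries, of which 92 were on the array. At 24 h, 89 of them were up-regulated past 1.5-fold and p of 0.001, and 47 were so at 4 h. Their 24 h changes ran from 1.47- to 114-fold with a median of 2.38-fold, and 91 of the 92 were higher at 24 h on every array with a value for them.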

In RNAi control animals, slow growth and uncoordinated movement were observed after cadmium exposure. Morphological changes (protruding vulva, multivulva) were occasionally observed at higher cadmium concentrations (100 and 200 μM). Lethality was not observed under any experimental condition. RNAi-mediated inhibition of 50 of the 92 genes tested resulted in slower growth in the presence of cadmium, compared to the RNAi control in the same treatment group (visual observation under microscope; Additional data file 5). The only gene that exhibited a morphological phenotype when inhibited by RNAi in the absence of cadmium was F57B9.3, which encodes a translation initiation related protein. As described previously [19,20], inhibition of F57B9.3 caused embryonic lethality and L1 larval arrest.

To confirm and quantify the effect of the 50 cadmium-responsive genes that affected nematode growth in the presence of cadmium, we repeated the RNAi-mediated inhibition of these genes in the presence of 100 μM cadmium and measured nematode body length (as a measure of growth/development) using the COPAS Biosort [21]. Inhibiting the expression of these genes resulted in different degrees of slow growth in the presence of cadmium, compared to the RNAi control in the same cadmium treatment group (Figure 4, Additional data file 6). Based on the changes in cadmium sensitivity caused by RNAi, the genes were grouped into three classes, strong, medium and weak protective effects against cadmium toxicity (Additional data file 6). Several of the genes in the strong and medium category (*cdr-1*, *ttm-1*, *mtl-2*, and *mtl-1*) have been previously reported to be involved in cadmium detoxification [17,22,23]. However, the majority of the genes have not been shown to be involved in resistance to metal toxicity. GO molecular function analysis indicated that many of these genes have metal ion binding and catalytic activities (Table 4).

**Figure 4:**
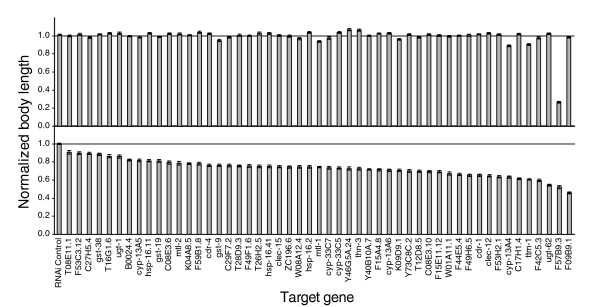
Effect of gene inhibition on *C. elegans *growth. The expression of target genes was inhibited using RNAi in the absence (upper panel) and presence (lower panel) of 100 μM cadmium. *mtl-2 *(gk125) mutant nematodes were grown on test plates for three days before collection (RNAi of gene *mtl-2 *was conducted using an *mtl-1 *null strain, *mtl-1 *(tm1770)). *C. elegans *body length, a measure of growth/development, was normalized to the mean body length in the RNAi control group under identical cadmium exposure conditions. Results are displayed as mean normalized body length ± SE (*n *= 200-500 nematodes).

**Table 4:** Gene Ontology molecular functions of genes related to cadmium sensitivity

GO molecular function	Cadmium sensitivity genes
Iron ion binding	T10B9.1 F41B5.2 F41B5.3 T10B9.3 F49H6.5
Calcium ion binding	T08G5.10
Zinc ion binding	T26H2.5
Sugar binding	T27F6.2 Y73C8C.2
Monooxygenase activity	T10B9.1 F41B5.2 F41B5.3 T10B9.3
Transferase activity, transferring hexosyl groups	M88.1
Transferase activity, transferring acyl groups	F09B9.1
Methyltransferase activity	Y40B10A.7
Carboxylic ester hydrolase activity	K04A8.5 T08G5.10
Epoxide hydrolase activity	W01A11.1

The genes that had the strongest protective effects against cadmium toxicity in the growth assay were also examined for an effect on *C. elegans *reproduction. RNAi of *cyp-13A4 *or *thn-1 *resulted in a significant decrease in the number of *C. elegans *offspring when nematodes were exposed to cadmium, compared to the RNAi control in the same cadmium treatment group. RNAi did not significantly affect reproduction in the remainder of the tested genes (Table 5).

**Table 5:** Effects of RNAi and cadmium on *C. elegans *reproduction

Target gene	CGC gene name	Reproduction rate (minus cadmium)*	Reproduction rate (plus cadmium)*	Diff. of medians	*P *value^†^
T10B9.1	*cyp-13A4*	0.92, 0.92, 0.88, 0.96, 0.87	0.57, 0.59, 0.61, 0.79, 0.72	0.31	0.008
F28D1.3	*thn-1*	1.04, 1.02, 1.14, 1.03	0.89, 0.86, 0.92, 0.92	0.13	0.029
F35E8.11	*cdr-1*	1.01, 1.02, 0.94, 0.95, 1.19, 1.04	1.38, 1.21, 0.88, 0.79, 0.80, 0.84	0.15	0.394
Y39B6A.24		1.10, 1.03, 1.09	1.01, 1.21, 1.03	0.06	0.700
T26H2.5		0.88, 0.99, 0.81	0.74, 0.95, 1.00	-0.07	1.000
K11G9.6	*mtl-1*	0.85, 1.13, 0.99, 0.90, 1.07	0.97, 1.16, 1.12, 1.08, 1.12	-0.13	0.222
T27F6.2	*clec-12*	1.10, 0.90, 1.00, 1.03, 0.64, 0.90	1.05, 1.32, 1.42, 0.94, 1.32, 0.83	-0.24	0.180
C17H1.4		0.87, 0.89, 1.13	0.91, 1.06, 1.75	-0.15	0.686
C08E3.10		0.94, 0.93, 1.03	1.39, 1.24, 1.26	-0.32	0.100
M88.1	*ugt-62*	0.93, 1.03, 0.99, 1.05, 0.98, 0.89	1.08, 0.94, 1.34, 0.83, 0.95, 0.88	0.04	0.818
Y39E4A.2	*ttm-1*	0.73, 0.88, 1.05, 0.91, 0.94, 0.83, 1.01, 1.03	0.86, 0.82, 1.12, 0.91, 0.94, 0.93, 0.83, 0.85	0.04	0.721
F42C5.3		1.01, 0.94, 1.02, 1.12, 1.05, 0.99	1.06, 1.19, 1.10, 0.94, 0.91, 0.90	0.02	0.818
F53H2.1		1.06, 0.94, 1.00, 1.20, 0.95, 0.93	1.27, 1.30, 1.05, 1.05, 1.07, 0.96	-0.08	0.132
F09B9.1		0.76, 1.04, 1.06, 0.89, 1.13, 0.96, 1.01	1.04, 0.73, 0.95, 0.72, 0.88, 0.85, 0.92	0.13	0.073
Y46G5A.24		1.10, 0.94, 1.12	0.98, 0.87, 0.80	0.23	0.200

*The reproduction rate was calculated by comparing the number of offspring with the targeted gene knocked-down by RNAi to those without RNAi in the same cadmium-treatment group during a two day reproduction period after nematodes reached L4 stage of development. ^†^Wilcoxon Rank-sum tests were applied for significance tests.

### Protein interaction analysis reveals a novel pathway involved in the response to cadmium

In order to further define the molecular mechanisms of the cadmium defense response, the program Cytoscape was used in protein interaction analysis to identify potential regulatory pathways [24]. *C. elegans *has a relatively small interaction database (approximately 3,000 proteins and approximately 5,000 interactions) [25]. A larger data set of predicted interactions in *C. elegans*, based on data from *Drosophila *and *Saccharomyces *interlogs, was recently released [26]. We merged the two data sets into an interaction network designated WI_combined. Of the 290 cadmium-responsive genes, 49 were mapped to the interaction network, including 6 genes that were functionally important in cadmium defense response, as identified in the RNAi analysis (Figure 5a). Among these functional local networks, Y46G5A.24, which encodes a β,β-carotene 15,15'-dioxygenase like protein, was highly cadmium-inducible and inhibition of this gene by RNAi resulted in hypersensitivity to cadmium (Table 1, Figure 4). 

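Y46G5A.24 (bcmo-1 in the gene table) was 7.50-fold higher at 4 h (log2 2.91 ± 0.06 SE, adjusted p = 7.33e-11) and 18.7-fold higher at 24 h (log2 4.23 ± 0.11 SE, adjusted p = 4.07e-10). It rose on 18 of 18 arrays at both times, and the difference in log2 of 1.32 between them was past the limits (adjusted p = 5.23e-06). Only cdr-1, cyp-14A4 and mtl-2 had a larger 24 h change among the genes of Table 1.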

Two proteins that interact with Y46G5A.24, KEL-8 and BRP-1, are themselves centers of other interactions.

**Figure 5:**
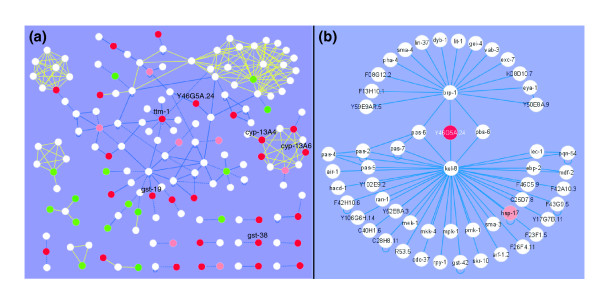
Protein interaction analysis using Cytoscape. High confidence interactions from yeast two-hybrid screens and the literature are displayed with solid blue lines; low confidence interactions from yeast two-hybrid screens are displayed with dashed blue lines; and predicted interactions are displayed with yellow lines. **(a) **Local networks involved in cadmium sensitivity. The network was filtered by showing nodes that were significantly up-regulated (red) or down-regulated (green) following a 24 h exposure to cadmium (≥1.5 fold, *p *≤ 0.001) and their first neighbors (white). The identified genes are those that affect cadmium sensitivity in the RNAi experiments. **(b) **The BRP-1-Y46G5A.24-KEL-8 interaction network. Immediate and secondary neighbors of Y46G5A.24 are displayed.

KEL-8 can interact with several proteins, including MEK-1, PMK-1, MPK-1 and MKK-4, which are components of the mitogen-activated protein kinase (MAPK) pathway (Figure 5b). The MAPK pathway is involved in the *C. elegans *heavy metal response [27,28]. Inhibiting the expression of Y46G5A.24 or *kel-8 *by RNAi resulted in enhanced sensitivity to cadmium exposure in wild-type and *mtl-2 *mutant *C. elegans *(Figure 6a). This suggests that both Y46G5A.24 and *kel-8 *can protect *C. elegans *from cadmium toxicity. The *mek-1 *mutant alone was slightly more sensitive to cadmium than wild-type nematodes. However, inhibition of *kel-8 *in *mek-1 *null background did not cause hypersensitivity to cadmium compared to *mek-1 *mutant alone, suggesting that the protective function of *kel-8 *against cadmium toxicity depends on the normal function of *mek-1 *(Figure 6a).

**Figure 6:**
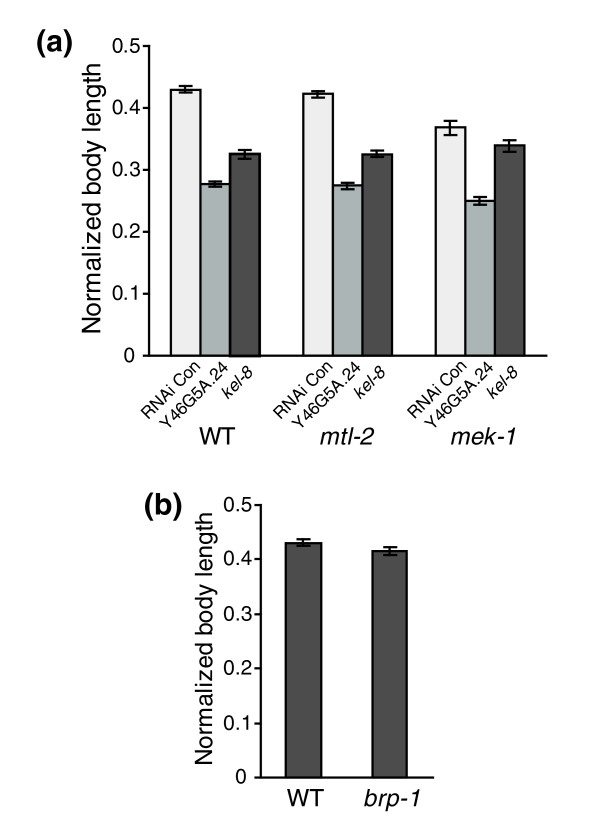
Functional analysis of the BRP-1-Y46G5A.24-KEL-8 interaction network. RNAi was performed in triplicate in the presence or absence of 100 μM cadmium. **(a) **The effect of inhibiting *kel-8 *or Y46G5A.24 in wild-type (WT), *mtl-2 *null (*mtl-2 *(gk125)) or *mek-1 *null (*mek-1*(ks54)) *C. elegans *on nematode growth in the presence of 100 μM cadmium. **(b) **Effects of cadmium exposure on growth of *brp-1 *null *C. elegans *(*brp-1 *(ok1084)). *C. elegans *body length of the cadmium exposed population was normalized to the mean body length in the same RNAi treatment group not exposed to cadmium. Results are displayed as mean body length ± SE (*n *= 200-500).

We also tested the function of *brp-*1, the other gene that was shown to interact with Y46G5A.24 *brp-1 *mutant nematodes showed a similar response to cadmium as wild-type nematodes, implying that *brp-1 *is not involved in the response to cadmium (Figure 6b).

## Discussion

### Identification of cadmium-responsive genes in *C. elegans*

Microarray technology has been used to examine the effects of cadmium exposure in a variety of organisms [29-32]. Although cadmium-regulated gene expression has been documented, in *C. elegans *there is inadequate information regarding the genome response to this metal. 

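Of the 23 hsp genes on the array, 6 were up-regulated past 1.5-fold and p of 0.001 at 24 h and 0 at 4 h, where limma gave adjusted p values under 0.05 for the same 6. The largest change was that of hsp-16.11, 2.31-fold at 24 h (log2 1.21 ± 0.05 SE, adjusted p = 3.49e-08), and it was the only one with a difference past the limits between the times (adjusted p = 1.84e-04). hsp-16.2 rose by a log2 of 0.82, hsp-16.48 by 0.79 and hsp-16.41 by 0.70, hsp-17 was at 1.54-fold, and hsp-70 was the sixth. F44E5.4, a heat shock gene without an hsp name, was 1.60-fold higher. As a set, the 6 genes named hsp-16 had a median log2 change of 0.75 at 24 h (camera test with an inter-gene correlation of 0.01, adjusted p = 7.72e-11, and 0.0667 with an estimated correlation). Without background subtraction, hsp-70, hsp-16.2, hsp-16.41 and hsp-17 were no longer past the limits. The array held no probe for hsp-16.1 or hsp-16.49.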

In the present study, well known cadmium-responsive *C. elegans *genes, *mtl-1*, *mtl-2*, *cdr-1 *and several heat shock protein genes, were identified, confirming the efficacy of the study. Previously, 49 *C. elegans *cDNAs, whose steady-state levels of expression change 2-6-fold in response to 24 h cadmium exposure, were identified using differential display [33]. Among these were *mtl-1*, *cdr-1*, *hsp-70*, and genes encoding collagen and metabolic proteins. Novillo *et al*. [34] also reported over-expression of *C. elegans cdr-1*, *mtl-2 *and collagen genes, as well as changes in the expression of metabolic genes, following a seven day exposure to cadmium. These expression data are similar to the present study, although some of their genes were not identified in the present analysis. This can be attributed to the difference in cadmium concentrations or exposure times, and methods of analysis. Another study conducted by Huffman *et al*. [22] also tested the *C. elegans *genome response following a 3 h exposure to 1 mM cadmium. However, the results are not comparable to our study because their study was conducted using a mutant strain, *glp-4(bn2)*, and only three replicate microarrays were performed.

Several gene families that have not been well-characterized in regard to cadmium exposure were identified. Among these are genes that encode phase I and phase II detoxifying proteins, innate immunity proteins, and ABC transporters. Cadmium exposure caused over-expression of fourteen P450 genes, six GST genes and five UDP-glucuronosyltransferase (UGT) genes. 

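The counts here were 14 cytochrome P450 genes up-regulated past 1.5-fold and p of 0.001 among 76 on the array, 6 GST genes among 44 and 4 UGT genes among 66. The UGT genes were ugt-1, ugt-2, ugt-41 and ugt-62, and ugt-16 was just under the limit at 1.48-fold. Tested as sets at 24 h, the 3 families rose (adjusted p = 1.51e-14, 1.74e-06 and 5.35e-05). Of 20 families tested in this way, 9 rose and 2 fell. Under the set test fry, all 11 of these stayed past the limit. With an inter-gene correlation estimated from the residuals, the cyp, thn and math families did, and the others were not past it. Other splits of the 24 h arrays into groups of the same size gave as many families in 22 of 100 cases, the real split included. A split that is not evenly mixed keeps part of the treatment effect, so this count cannot decide whether chance explains the number. A p as small as the family's own came up in 1 of 100 splits for cyp and gst and in 3 of 100 for ugt. None of the alternative settings reversed the direction of these 3 families.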

Cadmium also caused the down-regulation of one UGT gene. 

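The down-regulated UGT gene was ugt-31 (Y39G10AR.6), which was 1.98-fold lower at 24 h (log2 -0.99 ± 0.03 SE, adjusted p = 5.19e-09) and lower on 18 of 18 arrays. At 4 h its log2 change was -0.21 and not past the limits (adjusted p = 0.122). The difference of -0.78 in log2 between the times had an adjusted p of 5.05e-07.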

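Among the cytochrome P450 genes, 13 were past the limits at 24 h and 10 at 4 h, and 3 had a larger change at 24 h by the test of the difference. The largest 24 h change was the 33.7-fold of cyp-14A4 (log2 5.08 ± 0.15 SE), and cyp-33C7 was at 7.02-fold. cyp-33E3 was the smallest past the limits at 1.51-fold. cyp-33C2 was past them at 4 h alone (1.85-fold, against 1.45-fold at 24 h), and the difference between the times was not past the limits (p = 0.00721, adjusted p = 0.24). The 24 h changes of the smaller genes cyp-13A11 and cyp-33E3 were lost in 4 of 22 alternative settings each, among them no background subtraction and the arrays with treated RNA in Cy5 alone.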

The P450 genes showed the most substantial expression changes, with changes between 1.5- to 32-fold, and many of them responded after a 4 h exposure. The cadmium-induced increase in P450 gene expression is similar to previous observations in *C. elegans *[35] and mammalian systems [36,37] but contrasts with the decreased expression observed in cadmium-exposed European flounder [30].

Cadmium affected the expression of several genes previously implicated in the nematode immune response. Four of the ten known lysozyme genes were down-regulated by cadmium, and four thaumatin/PR-5 family genes were up-regulated following cadmium exposure. 

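All 10 lysozyme genes with the name lys were on the array. At 24 h, lys-6 was lower by a log2 change of -1.25, lys-4 by -1.18, lys-5 by -1.07 and lys-10 by -0.83, and each of the 4 was lower at 24 h than at 4 h by the test of the difference. The other lysozyme genes were not past the limits, and 4 of the 10 genes were above 0 (median log2 change -0.17). The set test gave a fall (camera test, adjusted p = 1.6e-10), which was not past the limit with an estimated inter-gene correlation (adjusted p = 0.105). Of 6 thaumatin genes, 5 were up-regulated. thn-3 rose to 14.5-fold, thn-1 to 10.1-fold and thn-5 to 8.71-fold at 24 h, and the fifth, thn-4, was at 1.54-fold. For thn-2 the treated signal was saturated on 18 of 18 arrays at 24 h, where its fitted change was 3.84-fold.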

*C. elegans *has 88 C-type lectins, a subset of which is inducible by infection and may function as a recognition tool in host defense [38,39]. The expression of eight *C. elegans *C-type lectin genes were affected by cadmium. 

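Of 243 genes on the array with the name clec, 10 were past 1.5-fold and p of 0.001, with 7 up-regulated and 3 down-regulated at 24 h. The up-regulated genes were clec-12, clec-15, clec-55, clec-61, clec-82, clec-209 and clec-210, at 1.63- to 3.04-fold. The down-regulated genes were clec-47, clec-51 and clec-70, at 1.59- to 1.87-fold. At 4 h, 2 were past the limits. The camera test gave no shift of the whole family in either direction past the limit at 24 h (adjusted p = 0.955), which does not speak against changes of single genes both ways, and 124 of 241 genes with a value were above 0.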

There are several reports describing a relationship between cadmium exposure and changes in the immune response [40,41]. The immune response genes may be affected by cadmium due to the modulation of shared signal transduction pathways, such as the MAPK signaling cascade [27,42-44].

There are approximately 60 ABC transporter genes in the *C. elegans *genome. The expression of four of these genes, *pgp-1*, *pgp-8*, *pgp-9 *and *mrp-3*, was induced by cadmium, and *pmp-5 *was suppressed. 

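At 24 h, pgp-9 was 2.34-fold, pgp-8 1.85-fold and pgp-1 1.52-fold higher, and pgp-9 was also past the limits at 4 h (1.83-fold, adjusted p = 1.54e-05). The 24 h changes of pgp-8 and pgp-1 were no longer past the limits with normexp correction and without background subtraction. Those of pgp-8 and pgp-9 were lost with the 3 cultures as the independent units. mrp-3 was higher by 1.49-fold (adjusted p = 4.28e-06) and pmp-5 was lower by 1.49-fold (adjusted p = 1.58e-06), both on 18 of 18 arrays and just under the 1.5-fold limit. mrp-3 passed it on the arrays with treated RNA in Cy3 alone, and pmp-5 with the authors' deposited normalized ratios and on the arrays with treated RNA in Cy5 alone. For the 15 pgp genes as a set, the camera test at 24 h gave a rise (adjusted p = 0.00206, median log2 change 0.09), which was not past the limit with an estimated inter-gene correlation (adjusted p = 0.447).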

A relationship between ABC transporter expression and cadmium exposure has also been observed in several species [45,46].

In addition to these known gene families, exposure to cadmium affected the expression of nuclear receptors (*nhr-206*, *mxl-3 *and *grl-23*), translation initiation factor (F57B9.3), *ins-7 *(insulin/IGF-1-like peptide), and genes with unknown functions. 

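nhr-206 was 1.58-fold (adjusted p = 2.82e-06) and grl-23 2.67-fold higher (adjusted p = 3.01e-05) at 24 h, each on 18 of 18 arrays. nhr-206 was no longer past the limits with normexp correction, without background subtraction and on the arrays with treated RNA in Cy5 alone. grl-23 was lost with the 3 cultures as the independent units. mxl-3 rose by 1.47-fold (adjusted p = 7.69e-04) and ins-7 by 1.496-fold (adjusted p = 4.8e-05), both under the limit of 1.5. mxl-3 passed it on the arrays with treated RNA in Cy3 alone and ins-7 on those with treated RNA in Cy5 alone. At 4 h, none of these genes was past the limits.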

Interestingly, inhibition of many novel genes by RNAi resulted in hypersensitivity to cadmium, suggesting these genes have important roles in resistance to metal/cadmium toxicity.

GO analysis determined that the *C. elegans *genes that are over-expressed following a 4 h exposure to cadmium encode cellular trafficking proteins (localization/binding and transport) and metabolic enzymes. This suggests that the first response to cadmium intoxication is a transcriptional adjustment to maintain ion homeostasis and readjust the perturbed energy supply. Following a prolonged exposure (24 h), the proteolysis category was significantly enriched with over-expressed genes, suggesting an accumulation of damaged proteins. 

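The protease gene with the largest change was asp-17 (Y39B6A.24), at 3.39-fold after 4 h (log2 1.76 ± 0.06 SE) and 11.54-fold after 24 h (log2 3.53 ± 0.06 SE, adjusted p = 9.43e-12). The difference between the times was past the limits (adjusted p = 5.19e-10). It was higher on 18 of 18 arrays at each time.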

Cadmium exposure is associated with protein damage caused by metal binding to sulfhydryl groups or oxidative stress [47]. 

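Additional data file 3 lists 8 genes under transport that were lower at 24 h, of which 5 were past 1.5-fold and p of 0.001. Among them are col-120 and col-133, and the yolk protein gene vit-1, which fell by 0.84 on the log2 scale (SE 0.08, adjusted p = 3.19e-05). None of the 8 was past the limits at 4 h.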

Cellular trafficking, fatty acid metabolism and cell wall metabolism categories were also enriched with down-regulated genes following a 24 h exposure to cadmium, indicating multiple cellular functions may be disrupted by cadmium toxicity.

### Discovery of novel genes and pathways involved in cadmium resistance

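ttm-1 was 1.46-fold higher at 4 h (adjusted p = 1.35e-04) and past the limits at 1.58-fold at 24 h (log2 0.66 ± 0.06 SE, adjusted p = 1.24e-05), without a difference past the limits between the times (p = 0.143). Its 24 h change was lost with the 3 cultures as the independent units and on the arrays with treated RNA in Cy5 alone. The phytochelatin synthase gene pcs-1 was at 1.04-fold (adjusted p = 0.34) and hmt-1 at 1.03-fold (adjusted p = 0.563) at 24 h.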

In *C. elegans*, *mtl-1*, *mtl-2*, *cdr-1 *and *ttm-1 *(Toxin-regulated target of p38 MAPK) are cadmium-responsive genes that function in resistance to cadmium toxicity [22]. *pcs-1*, a phytochelatin synthase, and *hmt-1*, an ATP-dependent phytochelatin transporter, were also able to protect *C. elegans *from cadmium toxicity [48-50]. However, the relationships between increased levels of transcription and biological function of most of the other *C. elegans *cadmium-responsive genes are unknown. To examine the function of the transcriptional change in response to cadmium, we combined functional genomics with microarray studies, and examined 92 cadmium-responsive genes in the presence and absence of cadmium. With one exception, inhibition of the expression of these genes did not affect *C. elegans *growth in the absence of metal. This suggests that most of the genes affected by cadmium are non-essential. Inhibition of these genes in the presence of metal resulted in hypersensitivity to cadmium, suggesting that these genes play important roles in the defense against cadmium toxicity. None of the tested genes showed lethal effects when inhibited in the presence of cadmium under the current experimental conditions. There are a couple of possible reasons: first, gene knockdown using RNAi is not 100% efficient and residual gene expression may be sufficient for defense against cadmium toxicity; and second, functional redundancy within the *C. elegans *genome could prevent lethal effects when the expression of only one of the redundant genes is affected.

By integrating the RNAi assay results into the protein interaction network, a novel signal pathway involved in cadmium resistance was discovered. The center of the network is Y46G5A.24, which encodes a β,β-carotene 15,15'-dioxygenase like protein. This protein shares 95.8% sequence identity with human β,β-carotene 15,15'-monooxygenase, an enzyme involved in the biosynthesis of retinoic acid. Cadmium has been shown to act synergistically with retinoic acid in the induction of limb-bud malformation in mice [51]. The Y46G5A.24 network includes *kel-8*, which encodes a signaling molecule containing a kelch-repeat, and *mek-1*, which is a major component in the MAPK signaling pathway [27,52]. RNAi results indicate that *kel-8 *is involved in protecting *C. elegans *from cadmium toxicity, and that the protective effect of *kel-8 *depends on the normal function of *mek-1*. Because *kel-8 *and *mek-1 *are both evolutionarily conserved, they may be components of a conserved metal-responsive signal transduction pathway.

Although only one local interaction network was examined in detail, there are several other local networks: *ttm-1*, *gst-9*, *cyp-13A4*, *cyp-12A6 *and *gst-38*. Further study of these functional local networks may provide additional information on the mechanisms involved in metal detoxification/resistance.

Many studies have demonstrated that large gene sets are induced in response to various stressors/toxicants. In general, these studies have been used to identify particular genes involved in the detoxification process. However, it has remained unclear if the global response to toxicant exposure is specific to detoxification of that stressor or a more general universal response. For example, cadmium exposure induces MAPK pathways, which affect the expression of genes that detoxify related stressors (metals, reactive oxygen species, and organic chemicals) but that do not defend against cadmium simply because these stressors affect common pathways. Alternatively, a response could be specific and largely only cadmium detoxification genes are over-expressed. By using RNAi to examine the role of 92 cadmium responsive genes in the resistance to cadmium toxicity, we find that 50 of these genes have at least some effect on nematode health when cadmium is present but not when it is absent. Moreover, because RNAi may only knock down gene function and not eliminate it entirely, it is plausible that even more of these genes could play a role in the resistance to cadmium toxicity. The fact that all the resistance genes identified in our initial visual screen had confirmed phenotypes in our secondary quantitative assay is indicative of the sensitivity of our system, allowing us to potentially identify resistance genes that play only a minor role in the response. Thus, in the *C. elegans *response to cadmium, approximately 21% of the 237 cadmium-inducible genes (≤1.5-fold) are involved in the resistance to cadmium toxicity (although these genes certainly could also be involved in detoxification of other stressors). These cadmium resistance genes include previously known genes involved in the cadmium response as well as several novel genes and pathways involved in cadmium detoxification.

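All 50 genes of the second screen were on the array and up-regulated past 1.5-fold and p of 0.001 at 24 h, at 1.55- to 114-fold with a median of 2.84-fold. At 4 h, 32 of them were past the limits.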

## Conclusion

The results of the microarray and RNAi studies in *C. elegans *will help in the understanding of genomic responses to metals in higher organisms. Although cadmium-regulated expression of individual genes has been intensively studied, the biological consequences of global transcriptional changes caused by this metal were unexplored. In mammals, metallothioneins are the only cadmium-responsive proteins known to function in the cellular resistance to cadmium toxicity [16]. In the present study, we identified new cadmium-responsive genes in *C. elegans *that can protect nematodes from cadmium toxicity. The discovery of these novel genes involved in the resistance to cadmium toxicity provides valuable information in understanding the biological function of the transcriptional change caused by cadmium. Because more than 60% of *C. elegans *genes and many signaling pathways are evolutionarily conserved, these results contribute to understanding of functional roles of various genes in cadmium related diseases in humans.

## Materials and methods

### *C. elegans *strains

The following strains were used in this study: N2 Bristol; *mtl-2 *null, *mtl-2 *(gk125); *mtl-1 *null, *mtl-1 *(tm1770); *mek-1 *null, *mek-1 *(ks54); and *brp-1 *null, *brp-1 *(ok1084).

### Growth and collection of *C. elegans*

The Bristol N2 strain of *C. elegans *was cultured in S-medium with *Escherichia coli *OP50 as a food source, as previously described [33]. Nematodes were grown at 20°C and additional bacteria were added after three days to maintain an adequate food supply. For cadmium exposure studies, 250 ml of the *C. elegans *culture was placed into 1 L flasks. Nematodes were then exposed to cadmium under the following conditions prior to isolation: 24 h exposure at 0, 50, 100, or 200 μM cadmium; or 100 μM cadmium for 0, 4, 12, 24 or 36 h. Cadmium chloride, at the indicated final concentrations, was directly added to the culture medium. At the indicated times, nematodes were collected, washed, then rapidly frozen as pellets in liquid nitrogen and stored at -80°C, as previously described [33]. All exposure studies were preformed in triplicate.

### Isolation of total RNA and qRT-PCR

To isolate total RNA, frozen nematode pellets were ground into fine powder using a liquid nitrogen-chilled mortar and pestle before homogenization in TRIzol (Invitrogen, Carlsbad, CA, USA), as previously described [33]. Total RNA was subsequently purified using RNAeasy kits (Qiagen, Valencia, CA, USA) prior to qRT-PCR or microarray experiments.

The sequences of the oligonucleotide primers used in the qRT-PCR (Additional data file 7) were designed using Web Primer [53]. qRT-PCR was performed using QuantiTect SYBR Green RT-PCR kits (Qiagen) following the manufacture's instructions in an ABI Prism 7000 system (Applied Biosystems, Foster City, CA, USA). Three biological replicates for each treatment were prepared, and each biological replicate was measured three times.

### Microarray experiments and design

Total RNA was prepared from non-treated control nematodes and those exposed to 100 μM cadmium for 4 h and 24 h. For each condition, RNA samples were prepared from three independent cultures of *C. elegans*, and the RNA was isolated in triplicate. This generated nine replicates per treatment. RNA samples from cadmium-treated and control *C. elegans *were labeled using Low RNA Input Fluorescent Linear Amplification kits following the manufacture's protocols (Agilent Technologies, Inc, Santa Clara, CA, USA). Labeled cRNAs were hybridized to Agilent *C. elegans *oligonucleotide microarrays. These microarrays contained target probes for the entire *C. elegans *genome, approximately 20,000 open reading frames (Agilent Technologies). Dye-flips were performed for each pair of hybridizations, resulting in a total of 36 hybridizations. 

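A dye effect, a part of the log2 ratio that followed the dye and not the treatment, had an adjusted p under 0.05 for 4795 probes at 4 h and for 4899 at 24 h. It reached 1.5-fold for 203 and 365 of them. Its median size over all probes was 0.09 at 4 h and 0.08 at 24 h on the log2 scale, and it cancels between the dye orientations, which were equally frequent at each time.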

Data were extracted from the microarrays using Agilent's DNA microarray scanner and Feature Extraction software (Agilent Technologies). The data presented in this publication have been deposited in NCBIs Gene Expression Omnibus [54] and are accessible through GEO Series accession number GSE7535.

### Analysis of microarray expression data

GeneSpring GX (Agilent Technologies) was used for the initial analysis of expression data. Dye-flips were transformed and Lowess normalization was applied before further data processing. 

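The scanner's dark offset is part of both the raw signal and the local background, and it differed between arrays. On the 6 arrays of each time with the highest offset, between 8113 and 10622 probes had both signals under 2 times the background. On the arrays with the lowest offset, 10 at 4 h and 11 at 24 h, between 47 and 1387 did. With the offset taken off before this limit, an alternative chosen after seeing the data, the count of probes up-regulated 2-fold was 33 at 4 h and 96 at 24 h.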

Genes with both red and green signals less than twice the background signal on more than two-thirds of the same treatment were excluded. Expression changes are described by fold change (expression ratio between treated and control signals). A cross gene error model was applied in the significance tests [55].

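The error model itself was not repeated here. On simulated arrays with 9 RNA replicates, each hybridized in both dye orientations, and 200 changed probes, the same tests found 134 of the 150 probes with a clear change and put 1 unchanged probe past 1.5-fold and p of 0.001. Counting the 18 arrays as independent gave 138 and 10, and counting 3 cultures gave 74 and 0. Of the 50 probes changed 4-fold, the 2-fold limits returned 49, 50 and 0 in these ways of counting. The simulation held no error shared within a culture, so it cannot tell whether 9 or 3 units suit the real arrays.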

### Gene Ontology analysis of cadmium-responsive genes

The GO for 290 significantly changed genes (286 changed following the 24 h cadmium exposure and 86 changed following the 4 h exposure, fold change ≥1.5, *p *< 0.001) was assigned using GoMiner [56]. GO terms that met the two following criteria in at least one of four conditions are presented. The first criterion was that four or more genes were significantly changed in the GO term, and the second was that the *p *value of the enrichment was less than 0.05. The four conditions were: genes that are over-expressed after a 24 h exposure; genes that are under-expressed after a 24 h exposure; genes that are over-expressed after a 4 h exposure; and genes that are under-expressed after a 4 h exposure (Additional data files 3 and 4). Cluster [57] and TreeView [58] were used for the clustering and visualization of the results. *P *values of the GO terms were transformed into a positive number (-ln(*p *value)) to better visualize the data.

### Functional analysis of 92 cadmium-responsive genes using RNA interference: initial screen

RNAi was performed using the Ahringer bacterial RNAi library (MRC Gene Service, University of Cambridge, UK). To increase the sensitivity of the RNAi screen, a nematode strain carrying a deletion in the *C. elegans *metallothionein-2 gene (*mtl-2(gk125) V*) was used. This strain was backcrossed four times to wild-type nematodes prior to use. This mutation did not affect the growth or reproduction of nematodes under experimental conditions, but did increase the sensitivity of *C. elegans *to cadmium when *mtl-1 *was inhibited by RNAi. The feeding protocol was as previously described, with the following modifications [59]. Synchronized L1 larva were put on standard NGM plates with *E*. *coli *OP50 as food for approximately 31 h and allowed to develop into L4 larva. About 25 early L4 nematodes were then transferred to each well of a 6-well NGM plate, containing 1 mM IPTG (isopropyl-β-D-thiogalactopyranoside) and 25 μg/ml carbenicillin, seeded with different RNAi expressing bacteria. Plates were then incubated at 20°C for approximately 40 h. After the initial feeding period, 2 gravid adults from each well were then transferred to test plates containing RNAi bacteria and either 0, 50, 100, or 200 μM cadmium. Control RNAi (empty vector) exposures were also performed for each cadmium treatment. Adults were allowed to lay eggs for approximately 12 h before removal. F1 nematodes were then grown on test plates for three additional days at 20°C. The following phenotypes were scored every 24 h: lethality (larval lethality); development (slow growth, larval arrest); morphology (gross body morphology defect); and movement (uncoordinated, sluggish, and paralyzed).

The initial screen of 92 genes (whose expression increased following cadmium exposure; Additional data file 5) was performed in duplicate. Genes that showed increased sensitivity to cadmium after RNAi compared to the RNAi control in at least one replicate study were chosen for a second round of RNAi screening.

### Functional analysis of 50 cadmium-responsive genes using RNA interference: second screen

#### Quantification of effect of RNAi on *C. elegans *growth

Experiments were performed as described in the initial screen except only two conditions were tested, no cadmium or 100 μM cadmium. Each exposure was performed in triplicate. At the end of the 3 day growth period, F1 nematodes were washed off the 6-well plates using M9 buffer and transferred onto 96-well plates. Body size measurements, as represented by nematode body length (time of flight (TOF)) were measured using the COPAS Biosort [21].

#### Quantification of effect of RNAi on *C. elegans *reproduction

Synchronized L1s were transferred onto RNAi feeding plates. After approximately 40 h, 3 L4 nematodes were transferred to fresh plates containing RNAi expressing bacteria (0 or 100 μM cadmium). After two days, the F1 nematodes were counted using the COPAS Biosort. Only those plates that had all three adults at the end of the test were measured. Three to eight replicate plates were successfully counted for each RNAi treatment.

### Data analysis

For qRT-PCR assays, all measurements were normalized to *mlc-2*, and fold change of each gene was normalized to that observed in the non-treated *C. elegans *samples. Final results are presented by mean log_2_fold ± standard error (SE; *n *= 3).

In the study of RNAi effects on nematode growth, body length means for control nematodes differed slightly across replicate experiments. To account for differing body length means among animal cohorts, body length measurements on RNAi plates were normalized to the RNAi control by dividing by the mean body length of the RNAi control nematodes of the same cadmium treatment, unless another method is described. Then measurements from all replicates in the same cadmium and RNAi treatment were pooled together. To compare the normalized mean body length in the presence and absence of cadmium for the same RNAi treatment, Welch two-sample *t*-tests were performed because these tests accounted for differences in variance between groups [60]. Results were presented in terms of the difference in the normalized mean body length in the presence and absence of cadmium (*n *= ~200-500).

In the RNAi tests of *C. elegans *reproduction, the reproduction rate under RNAi was calculated by dividing the number of progeny on the RNAi plate by that of the RNAi control in the same cadmium treatment. Because reproduction rates calculated from replicates were not normally distributed, Wilcoxon Rank-sum tests were performed to assess significant differences in the reproduction rates with or without cadmium.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a figure showing the cadmium-responsive genes that have been mapped to biological processes and molecular functions following 4 and 24 h cadmium exposures. Additional data file 2 is a table listing genes that were up- or down-regulated (≥1.5 fold, *p *< 0.001) following 4 h and 24 h cadmium exposures. Additional data file 3 is a table displaying significantly enriched biological processes following 4 h and 24 h cadmium exposures and genes in the pathway that are cadmium-responsive. Additional data file 4 is a table displaying significantly enriched molecular functions following 4 h and 24 h cadmium exposures and genes in the pathway that are cadmium-responsive. Additional data file 5 is a table listing the cadmium-responsive genes tested in the first round RNAi screen. Additional data file 6 is a table summarizing the effect of RNAi and cadmium on *C. elegans *body size in the second round RNAi screen using COPAS BioSort. Additional data file 7 is a table listing the primer sequences used in qRT-PCR.

## Supplementary Material

Additional data file 1 Cadmium-responsive genes that have been mapped to biological processes and molecular functions following 4 and 24 h cadmium exposures. Click here for file

Additional data file 2 Genes up- or down-regulated (≥1.5 fold, *p *< 0.001) following 4 h and 24 h cadmium exposures. 

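The table gives a fold-change and a p for each time at which a gene was past the limits. On a log2 scale, its 86 fold-changes at 4 h and 285 at 24 h could be set beside those computed here for the same genes. They correlated across genes with a Pearson r of 0.9997 and 0.9985, and all had the same direction. The median difference was 0.01 at 4 h and 0.02 at 24 h. Genes are not independent replicates.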

Click here for file

Additional data file 3 Significantly enriched biological processes following 4 h and 24 h cadmium exposures and genes in the pathway that are cadmium-responsive. Click here for file

Additional data file 4 Significantly enriched molecular functions following 4 h and 24 h cadmium exposures and genes in the pathway that are cadmium-responsive. Click here for file

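The table of the first screen marks each gene by whether nematodes grew more slowly under RNAi in the presence of cadmium. The marks are the paper's. By them, thn-1 and asp-17 (Y39B6A.24) were not affected, though the paper's Table 5 holds both among the genes with the strongest protection. F57B9.3 is marked as affected but has no body length in the second screen. The comparison was not computed without these genes. The 51 genes marked as affected and on the array had a median 24 h log2 change of 1.45, and the 41 others had 1.18. The difference of 0.27 was not distinguishable from chance in a two-sided permutation test across genes (p = 0.204). It was 1 of 2 relations computed between induction and the RNAi tables, and its p adjusted over both is 0.204. At 4 h, the medians were 0.71 and 0.51 (permutation p = 0.158). Genes are not independent replicates.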

Additional data file 5 Cadmium-responsive genes tested in the first round RNAi screen. Click here for file

Additional data file 6 Effect of RNAi and cadmium on *C. elegans *body size in the second round RNAi screen using COPAS BioSort. 

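The table gives, for each of 50 genes, the difference in normalized mean body length between nematodes without and with cadmium, which are the paper's values. Across these genes, the 24 h log2 change on the arrays had a Spearman's rho of -0.28 with this difference (two-sided permutation p = 0.0442) and a Pearson r of -0.11 (permutation p = 0.427). Adjusted over the 2 relations, the first p is 0.0884. Without the 2 genes farthest from the median induction, rho was -0.33 (permutation p = 0.0208) and r was -0.24 (permutation p = 0.092). With the 4 h change, rho was -0.18 (permutation p = 0.216). The genes that the table classes as strong, medium and weak had median 24 h changes of 2.24-, 2.49- and 4.48-fold. Genes are not independent replicates.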

Click here for file

Additional data file 7 Primer sequences used in qRT-PCR. Click here for file

# Supplementary material for: Toxicogenomic analysis of Caenorhabditis elegans reveals novel genes and pathways involved in the resistance to cadmium toxicity
**Source:** Genome Biol. 2007 Jun 25;8(6):R122. doi: 10.1186/gb-2007-8-6-r122
**Supplement:** Additional data file 3 — Significantly enriched biological processes following 4 h and 24 h cadmium exposures and genes in the pathway that are cadmium-responsive.

| **Enriched GO Category** | **Up Regulated** | | **Down Regulated** | | **Up Regulated** | | **Down Regulated** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **P values** | | | | **Gene Names** | | | |
| **4 h** | **24 h** | **4 h** | **24 h** | **4 h** | **24 h** | **4 h** | **24 h** |
| physiological process | 0.1006 | 0.0176 | 0.5819 | 0.043 | T08G5.10, ZC513.8, R05D8.9, T10B9.3, T01C3.4, T21D9.1, F41B5.3, ZK643.8, K04A8.5, T10B9.10, ZK742.3, T10B9.1, T10B9.2, F44C8.1, F46B3.17, AC3.7, C45H4.17, D2023.7, Y39B6A.24, C47A10.1, AC3.8, F41B5.2, B0213.15, F49H6.5, R04D3.1, M88.1, F49E12.10, F14F7.2, T18D3.3 | M88.1, W09G10.1, F46G10.6, T10B9.3, F36D3.9, F49H6.5, F43C11.8, ZK643.8, C47A10.1, F19C7.2, F10D2.11, F44C8.1, T10B9.1, ZC443.6, F14F7.2, F41B5.2, C06E4.3, T21E8.3, F46B6.8, F46B3.17, C08E3.7, Y39B6A.24, AC3.8, T10H4.12, C15C8.3, K08E7.9, F23B2.10, T10B9.10, ZK1251.2, K04A8.5, F41B5.7, F42A9.4, T21D9.1, F59D6.3, T08B1.3, Y51A2B.1, F27D9.2, D2023.7, R07B7.13, T01C3.4, B0213.15, F19C7.4, AC3.7, F28F8.2, PDB1.1, ZK455.4, R04D3.1, T10B9.2, T08G5.10, R05D8.9, T18D3.3, F42A9.5, F02D10.1, ZK742.3, ZC513.8, E03G2.2, F41B5.3 | ZK816.5 | ZK816.5, Y11D7A.11, F08A8.2, F28A12.4, F37B4.7, F58B3.3, ZK1058.6, D1025.2, F58B3.1, F58B3.2, R11G11.14, Y39G10AR.6, F49E12.9, F08A8.3, Y66D12A.13, C02B10.6, F52B11.4, R05F9.12, C48B4.1, Y4C6B.6, F17E9.11, T04A8.5, K09F5.2 |
| localization | 0 | 0.0002 | 1 | 0.0629 | C47A10.1, F41B5.2, ZC513.8, T10B9.3, B0213.15, T21D9.1, F41B5.3, T10B9.10, ZK742.3, T10B9.1, T10B9.2, F44C8.1, F46B3.17, R04D3.1, C45H4.17, F14F7.2, D2023.7, T18D3.3 | K08E7.9, W09G10.1, T10B9.10, T10B9.3, F41B5.7, F42A9.4, T21D9.1, C47A10.1, F27D9.2, F44C8.1, D2023.7, T10B9.1, B0213.15, F14F7.2, F41B5.2, T21E8.3, PDB1.1, T10B9.2, R04D3.1, T18D3.3, F46B3.17, F42A9.5, F02D10.1, ZK742.3, ZC513.8, E03G2.2, F41B5.3 |  | Y11D7A.11, F08A8.3, Y66D12A.13, F52B11.4, F08A8.2, F58B3.3, F37B4.7, C48B4.1, K09F5.2 |
| establishment of localization | 0 | 0.0002 | 1 | 0.1334 | C47A10.1, F41B5.2, ZC513.8, T10B9.3, B0213.15, T21D9.1, F41B5.3, T10B9.10, ZK742.3, T10B9.1, T10B9.2, F44C8.1, R04D3.1, F46B3.17, F14F7.2, C45H4.17, D2023.7, T18D3.3 | K08E7.9, W09G10.1, T10B9.10, T10B9.3, F41B5.7, F42A9.4, T21D9.1, C47A10.1, F27D9.2, F44C8.1, D2023.7, T10B9.1, B0213.15, F14F7.2, F41B5.2, T21E8.3, PDB1.1, R04D3.1, T10B9.2, T18D3.3, F46B3.17, F42A9.5, F02D10.1, ZK742.3, ZC513.8, F41B5.3, E03G2.2 |  | Y11D7A.11, F08A8.3, Y66D12A.13, F52B11.4, ,F08A8.2, F37B4.7, C48B4.1, K09F5.2 |
| transport | 0 | 0.0001 | 1 | 0.1161 | C47A10.1, F41B5.2, ZC513.8, T10B9.3, B0213.15, T21D9.1, F41B5.3, T10B9.10, ZK742.3, T10B9.1, T10B9.2, F44C8.1, F46B3.17, R04D3.1, C45H4.17, F14F7.2, D2023.7, T18D3.3 | K08E7.9, W09G10.1, T10B9.10, T10B9.3, F41B5.7, F42A9.4, C47A10.1, T21D9.1, F27D9.2, F44C8.1, D2023.7, T10B9.1, B0213.15, F14F7.2, F41B5.2, T21E8.3, PDB1.1, T10B9.2, R04D3.1, T18D3.3, F46B3.17, F42A9.5, F02D10.1, ZK742.3, ZC513.8, E03G2.2, F41B5.3 |  | Y11D7A.11, F08A8.3, Y66D12A.13, F52B11.4, F08A8.2, F37B4.7, C48B4.1, K09F5.2 |
| anion transport | 0.0062 | 0.0086 | 1 | 0.1448 | ZC513.8, F46B3.17, T21D9.1, D2023.7 | D2023.7, F46B3.17, W09G10.1, F02D10.1, T21D9.1, ZC513.8 |  | F52B11.4, Y11D7A.11 |
| inorganic anion transport | 0.0053 | 0.0074 | 1 | 0.1377 | ZC513.8, F46B3.17, T21D9.1, D2023.7 | D2023.7, F46B3.17, W09G10.1, F02D10.1, T21D9.1, ZC513.8 |  | F52B11.4, Y11D7A.11 |
| phosphate transport | 0.0035 | 0.0057 | 1 | 0.1261 | ZC513.8, F46B3.17, T21D9.1, D2023.7 | D2023.7, F46B3.17, W09G10.1, F02D10.1, T21D9.1, ZC513.8 |  | F52B11.4, Y11D7A.11 |
| metabolism | 0.0058 | 0.0051 | 0.3907 | 0.0342 | T08G5.10, R05D8.9, T10B9.3, T01C3.4, F41B5.3, ZK643.8, T10B9.10, K04A8.5, ZK742.3, T10B9.2, T10B9.1, F44C8.1, AC3.7, C45H4.17, D2023.7, Y39B6A.24, C47A10.1, AC3.8, F41B5.2, B0213.15, F49H6.5, R04D3.1, M88.1, F14F7.2, F49E12.10 | M88.1, F46G10.6, T10B9.3, F36D3.9, F49H6.5, F43C11.8, ZK643.8, C47A10.1, F19C7.2, F10D2.11, F44C8.1, T10B9.1, ZC443.6, F14F7.2, F41B5.2, C06E4.3, F46B6.8, C08E3.7, Y39B6A.24, AC3.8, T10H4.12, C15C8.3, F23B2.10, T10B9.10, K04A8.5, F41B5.7, F42A9.4, F59D6.3, T08B1.3, Y51A2B.1, D2023.7, R07B7.13, T01C3.4, B0213.15, F19C7.4, F28F8.2, AC3.7, ZK455.4, T10B9.2, R04D3.1, T08G5.10, R05D8.9, F42A9.5, ZK742.3, F41B5.3 | ZK816.5 | ZK816.5, F08A8.2, F28A12.4, F58B3.3, ZK1058.6, D1025.2, F58B3.1, F58B3.2, R11G11.14, Y39G10AR.6, F49E12.9, F08A8.3, C02B10.6, R05F9.12, C48B4.1, Y4C6B.6, F17E9.11, T04A8.5 |
| generation of precursor metabolites and energy | 0 | 0 | 1 | 0.1512 | T10B9.10, ZK742.3, F41B5.2, T10B9.3, T10B9.2, T10B9.1, F44C8.1, B0213.15, R04D3.1, F14F7.2, C45H4.17, F41B5.3 | F44C8.1, T10B9.1, B0213.15, F14F7.2, F41B5.2, T10B9.10, R04D3.1, T10B9.2, T10B9.3, F41B5.7, F42A9.4, F42A9.5, ZK742.3, F41B5.3 |  | C48B4.1, F08A8.3, F08A8.2 |
| electron transport | 0 | 0 | 1 | 0.0859 | T10B9.10, ZK742.3, F41B5.2, T10B9.3, T10B9.1, T10B9.2, F44C8.1, R04D3.1, B0213.15, F41B5.3, C45H4.17, F14F7.2 | F44C8.1, T10B9.1, B0213.15, F14F7.2, F41B5.2, T10B9.10, R04D3.1, T10B9.2, T10B9.3, F41B5.7, F42A9.5, F42A9.4, ZK742.3, F41B5.3 |  | C48B4.1, F08A8.3, F08A8.2 |
| proteolysis | 0.4902 | 0.0275 | 1 | 0.7531 | C47A10.1, Y39B6A.24 | T10H4.12, C15C8.3, F36D3.9, Y39B6A.24, C47A10.1, F59D6.3, F19C7.4, F19C7.2 |  | F28A12.4 |
| lipid metabolism | 0.0478 | 0.0202 | 1 | 0.0003 | K04A8.5, T08G5.10, T01C3.4 | F46B6.8, T08G5.10, K04A8.5, T01C3.4, ZK455.4 |  | F08A8.2, C48B4.1, Y4C6B.6, R11G11.14, F08A8.3 |
| cellular lipid metabolism | 1 | 0.4891 | 1 | 0.0001 |  | ZK455.4 |  | F08A8.2, C48B4.1, Y4C6B.6, F08A8.3 |
| catabolism | 0.2096 | 0.2479 | 1 | 0.0004 | T08G5.10, T01C3.4 | T08G5.10, T01C3.4, ZK455.4 |  | F58B3.3, F17E9.11, D1025.2, F58B3.1, F58B3.2 |
| cellular catabolism | 1 | 0.7476 | 1 | 0.0001 |  | ZK455.4 |  | F58B3.3, F17E9.11, D1025.2, F58B3.1, F58B3.2 |
| cellular carbohydrate catabolism | 1 | 1 | 1 | 0.0001 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| carbohydrate catabolism | 1 | 1 | 1 | 0.0001 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| carbohydrate metabolism | 1 | 1 | 1 | 0.0005 |  |  |  | R05F9.12, F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| cellular carbohydrate metabolism | 1 | 1 | 1 | 0.0011 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| carboxylic acid metabolism | 1 | 1 | 1 | 0.0014 |  |  |  | F08A8.2, D1025.2, C48B4.1, F08A8.3 |
| organic acid metabolism | 1 | 1 | 1 | 0.0014 |  |  |  | F08A8.2, D1025.2, C48B4.1, F08A8.3 |
| fatty acid metabolism | 1 | 1 | 1 | 0.0002 |  |  |  | F08A8.2, C48B4.1, F08A8.3 |
| fatty acid beta-oxidation | 1 | 1 | 1 | 0 |  |  |  | F08A8.2, C48B4.1, F08A8.3 |
| macromolecule catabolism | 1 | 1 | 1 | 0.0007 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| cellular macromolecule catabolism | 1 | 1 | 1 | 0.0005 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| cell wall catabolism | 1 | 1 | 1 | 0 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| peptidoglycan metabolism | 1 | 1 | 1 | 0 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |
| peptidoglycan catabolism | 1 | 1 | 1 | 0 |  |  |  | F58B3.3, F17E9.11, F58B3.1, F58B3.2 |

,

# Supplementary material for: Toxicogenomic analysis of Caenorhabditis elegans reveals novel genes and pathways involved in the resistance to cadmium toxicity
**Source:** Genome Biol. 2007 Jun 25;8(6):R122. doi: 10.1186/gb-2007-8-6-r122
**Supplement:** Additional data file 4 — Significantly enriched molecular functions following 4 h and 24 h cadmium exposures and genes in the pathway that are cadmium-responsive.

| **Enriched GO Category** | **Up Regulated** | | **Down Regulated** | | **Up Regulated** | | **Down Regulated** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **P values** | | | | **Gene Names** | | | |
| **4 h** | **24h** | **4 h** | **24 h** | **4 h** | **24 h** | **4 h** | **24 h** |
| Molecular function | 0.0014 | 0.0016 | 0.8071 | 0.0514 | R05D8.9, T18D3.3, R04D3.1, F42G8.8, T10B9.3, C45H4.17, F41B5.2, F49E12.10, T21D9.1, F13H6.3, T10B9.10, C12C8.1, D2023.7, F44C8.1, Y39B6A.24, Y37A1B.5, F14F7.2, T10B9.1, AC3.7, ZK643.8, T01C3.4, Y40B10A.7, T08G5.10, Y73C8C.2, F44E5.4, C47A10.1, K11G9.6, K04A8.5, Y40B10A.6, W01A11.1, ZC513.8, T10B9.2, M88.1, B0213.15, T26H2.5, F41B5.3, F49H6.5, ZK742.3, AC3.8, C31A11.5, F09B9.1 | F59D6.3, F14F7.2, F23B2.10, F28F8.2, Y39B6A.24, T10B9.10, F13H6.3, T10B9.3, Y73C8C.2, F41B5.7, F10D2.11, B0213.15, M88.1, K08E7.9, K04A8.5, K12D9.1, T01C3.4, AC3.8, R04D3.1, Y51A2B.1, T26H2.5, Y43F8A.3, F41B5.2, R12A1.4, AC3.7, F46G10.6, C17H1.9, F27D9.2, C01B10.10, C31A11.5, C08E3.7, F44C8.1, F08H9.9, T08G5.10, T21E8.3, F44E5.4, F46B6.8, F49H6.5, F19C7.2, T10H4.12, W01A11.1, T10B9.1, C47A10.1, F57B9.3, Y40B10A.7, M05D6.7, R07B7.13, C15C8.3, F02D10.1, ZC443.6, ZC513.8, C06E4.3, F42A9.5, PDB1.1, ZK643.8, K742.3, F43C11.8, T21D9.1, F36D3.9, T18D3.3, Y40B10A.6, T07C12.9, T08B1.3, T27F6.2, T10B9.2, T07H3.2, C12C8.1, E03G2.2, F09B9.1, K11G9.6, F42A9.4, R05D8.9, ZK455.4, ZK1251.2, D2023.7, F19C7.4, ZC204.12, F41B5.3, ZK666.7 | ZK816.5 | F17E9.11, F08A8.2, Y46C8AL.3, Y39G10AR.6, R05F9.12, T22B7.7, F18E2.1, F49E12.9, F28A12.4, F52B11.4, F37B4.7, T04A8.5, C48B4.1, F58B3.3, F58B3.2, C02B10.6, R11G11.14, F44G3.2, F08A8.3, ZK816.5, ZK1058.6, K09F5.2, C25G4.6, T09F5.9, Y66D12A.13, T15B7.1, B0218.6, Y11D7A.11, Y4C6B.6, F58B3.1 |
| Ion binding | 0 | 0.0001 | 1 | 1 | R04D3.1, T10B9.3, C45H4.17, T08G5.10, F41B5.2, C47A10.1, K11G9.6, T10B9.2, B0213.15, T10B9.10, T26H2.5, F41B5.3, F44C8.1, F49H6.5, F14F7.2, T10B9.1 | F23B2.10, F14F7.2, F42A9.4, T10B9.1, C47A10.1, T10B9.10, F42A9.5, F44C8.1, T08G5.10, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3, T26H2.5, F49H6.5, B0213.15, F43C11.8, K11G9.6, F41B5.2 |  |  |
| Metal ion binding | 0 | 0.0001 | 1 | 1 | R04D3.1, T10B9.3, C45H4.17, T08G5.10, F41B5.2, C47A10.1, K11G9.6, T10B9.2, B0213.15, T10B9.10, T26H2.5, F41B5.3, F44C8.1, F49H6.5, F14F7.2, T10B9.1 | F23B2.10, F14F7.2, F42A9.4, T10B9.1, C47A10.1, T10B9.10, F42A9.5, F44C8.1, T08G5.10, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3, T26H2.5, F49H6.5, B0213.15, F43C11.8, K11G9.6, F41B5.2 |  |  |
| Cation binding | 0 | 0 | 1 | 1 | R04D3.1, T10B9.3, C45H4.17, T08G5.10, F41B5.2, C47A10.1, K11G9.6, T10B9.2, B0213.15, T10B9.10, T26H2.5, F41B5.3, F44C8.1, F49H6.5, F14F7.2, T10B9.1 | F23B2.10, F14F7.2, F42A9.4, T10B9.1, C47A10.1, T10B9.10, F42A9.5, F44C8.1, T08G5.10, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3, T26H2.5, F49H6.5, B0213.15, F43C11.8, K11G9.6, F41B5.2 |  |  |
| Transition metal ion binding | 0 | 0 | 1 | 1 | R04D3.1, T10B9.3, C45H4.17, F41B5.2, C47A10.1, T10B9.2, B0213.15, T10B9.10, T26H2.5, F41B5.3, F44C8.1, F49H6.5, F14F7.2, T10B9.1 | F23B2.10, F14F7.2, F42A9.4, T10B9.1, C47A10.1, T10B9.10, F42A9.5, F44C8.1, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3, T26H2.5, F49H6.5, B0213.15, F43C11.8, F41B5.2 |  |  |
| Iron ion binding | 0 | 0 | 1 | 1 | R04D3.1, T10B9.3, C45H4.17, F41B5.2, T10B9.2, B0213.15, T10B9.10, F41B5.3, F44C8.1, F49H6.5, F14F7.2, T10B9.1 | F14F7.2, F42A9.4, T10B9.1, T10B9.10, F42A9.5, F44C8.1, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3, F49H6.5, B0213.15, F41B5.2 |  |  |
| Tetrapyrrole binding | 0 | 0 | 1 | 1 | T10B9.2, R04D3.1, B0213.15, T10B9.3, T10B9.10, C45H4.17, F41B5.3, F44C8.1, F41B5.2, F14F7.2, T10B9.1 | F14F7.2, F42A9.4, T10B9.1, T10B9.10, F42A9.5, F44C8.1, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3, B0213.15, F41B5.2 |  |  |
| Heme binding | 0 | 0 | 1 | 1 | T10B9.2, R04D3.1, B0213.15, T10B9.3, T10B9.10, C45H4.17, F41B5.3, F44C8.1, F41B5.2, F14F7.2, T10B9.1 | F14F7.2, F42A9.4, T10B9.1, T10B9.10, F42A9.5, F44C8.1, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3, B0213.15, F41B5.2 |  |  |
| Catalytic activity | 0 | 0 | 0.3354 | 0.0009 | R05D8.9, R04D3.1, F42G8.8, T10B9.3, C45H4.17, F41B5.2, F49E12.10, F13H6.3, T10B9.10, D2023.7, F44C8.1, Y39B6A.24, F14F7.2, T10B9.1, AC3.7, T01C3.4, Y40B10A.7, T08G5.10, C47A10.1, K04A8.5, Y40B10A.6, W01A11.1, T10B9.2, M88.1, B0213.15, F41B5.3, F49H6.5, ZK742.3, AC3.8, C31A11.5, F09B9.1 | F59D6.3, F14F7.2, F23B2.10, F28F8.2, Y39B6A.24, T10B9.10, F13H6.3, T10B9.3, F41B5.7, F10D2.11, B0213.15, M88.1, K08E7.9, K04A8.5, K12D9.1, T01C3.4, AC3.8, R04D3.1, Y51A2B.1, Y43F8A.3, F41B5.2, R12A1.4, AC3.7, C01B10.10, C31A11.5, F44C8.1, T08G5.10, T21E8.3, F46B6.8, F49H6.5, F19C7.2, T10H4.12, W01A11, T10B9.1, C47A10.1, F57B9.3, Y40B10A.7, M05D6.7, C15C8.3, ZC443.6, C06E4.3, F42A9.5, K742.3, F43C11.8, F36D3.9, Y40B10A.6, T07C12.9, T08B1.3, T10B9.2, C12C8.1, E03G2.2, F09B9.1, K11G9.6, F42A9.4, R05D8.9, ZK455.4, ZK1251.2, D2023.7, F19C7.4, ZC204.12, F41B5.3, ZK666.7 | ZK816.5 | F17E9.11, C02B10.6, R11G11.14, F44G3.2, F08A8.2, ZK816.5, F08A8.3, ZK1058.6, Y39G10AR.6, R05F9.12, T22B7.7, F18E2.1, F49E12.9, F28A12.4, T04A8.5, C48B4.1, Y4C6B.6, F58B3.1, F58B3.3, F58B3.2 |
| Oxidoreductase activity | 0 | 0 | 0.0447 | 0.0883 | R05D8.9, R04D3.1, ZK816.5, T10B9.3, C45H4.17, F41B5.2, T10B9.2, B0213.15, T10B9.10, F41B5.3, F44C8.1, ZK742.3, F14F7.2, T10B9.1 | F14F7.2, F42A9.4, R05D8.9, C06E4.3, T10B9.1, F42A9.5, T10B9.10, T08B1.3, F44C8.1, T10B9.3, T10B9.2, M05D6.7, R04D3.1, Y51A2B.1, F41B5.7, F41B5.3, ZK742.3, B0213.15, F41B5.2 | ZK816.5 | ZK816.5, F08A8.3, F08A8.2, C48B4.1 |
| Monooxygenase activity | 0 | 0 | 1 | 1 | T10B9.2, R04D3.1, B0213.15, T10B9.10, T10B9.3, F41B5.3, 5H4.17 | F14F7.2, F42A9.4, T10B9.1, F42A9.5, T10B9.10, F44C8.1, T10B9.3, T10B9.2, R04D3.1, F41B5.7, F41B5.3 |  |  |
| F44C8.1, F41B5.2, F14F7.2, T10B9.1 | B0213.15, F41B5.2 |  |  |
| Transferase activity, transferring one-carbon groups | 0.0496 | 0.0084 | 1 | 1 | Y40B10A.7, Y40B10A.6 | Y40B10A.7, K12D9.1, Y40B10A.6, T07C12.9 |  |  |
| Methyltransferase activity | 0.0488 | 0.0081 | 1 | 1 | Y40B10A.7, Y40B10A.6 | Y40B10A.7, K12D9.1, Y40B10A.6, T07C12.9 |  |  |
| Transferase activity, transferring hexosyl groups | 0.022 | 0.0172 | 1 | 0.4374 | M88.1, AC3.8, AC3.7 | ZC443.6, F10D2.11, AC3.8, AC3.7, M88.1 |  | Y39G10AR.6 |
| Transferase activity, transferring glycosyl groups | 0.0287 | 0.0246 | 1 | 0.1284 | M88.1, AC3.8, AC3.7 | ZC443.6, F10D2.11, AC3.8, AC3.7, M88.1 |  |  |
| Structural constituent of cuticle | 0.014 | 0.045 | 1 | 0.0908 | ZC513.8, D2023.7, T21D9.1 | ZC513.8, F02D10.1, D2023.7, T21D9.1 |  | F52B11.4, Y11D7A.11 |
| Carboxylic ester hydrolase activity | 0.0047 | 0.0055 | 1 | 0.2371 | T01C3.4, T08G5.10, K04A8.5 | K04A8.5, F46B6.8, T01C3.4, T08G5.10 |  | R11G11.14 |
| Hydrolase activity, acting on acid anhydrides | 0.7217 | 0.0918 | 1 | 1 | C47A10.1 | K08E7.9, C47A10.1, E03G2.2, F57B9.3, T21E8.3 |  |  |
| Peptidase activity | 0.5032 | 0.0286 | 1 | 0.7558 | Y39B6A.24, C47A10.1 | F59D6.3, F36D3.9, C15C8.3, Y39B6A.24, C47A10.1, F19C7.2, T10H4.12, F19C7.4 |  | F28A12.4 |
| ATPase activity | 0.5959 | 0.0301 | 1 | 1 | C47A10.1 | K08E7.9, C47A10.1, E03G2.2, F57B9.3, T21E8.3 |  |  |
| ATPase activity, coupled to movement of substances | 0.3813 | 0.0117 | 1 | 1 | C47A10.1 | K08E7.9, C47A10.1, E03G2.2, T21E8.3 |  |  |
| Carbohydrate binding | 0.6449 | 0.24 | 1 | 0.0139 | Y73C8C.2 | Y73C8C.2, ZK666.7, T27F6.2, F08H9.9 |  | Y46C8AL.3, B0218.6, T09F5.9, T15B7.1 |
| Sugar binding | 0.6181 | 0.2089 | 1 | 0.0113 | Y73C8C.2 | Y73C8C.2, ZK666.7, T27F6.2, F08H9.9 |  | Y46C8AL.3, B0218.6, T09F5.9, T15B7.1 |
| Hydrolase activity | 0.2755 | 0.0215 | 1 | 0.0015 | T01C3.4, F42G8.8, T08G5.10, Y39B6A.24, C47A10.1, K04A8.5, W01A11.1, | W01A11.1, F36D3.9, F59D6.3, Y39B6A.24, C47A10.1, F57B9.3, C15C8.3, E03G2.2, K08E7.9, K04A8.5, T01C3.4, ZK455.4, T21E8.3, T08G5.10, F19C7.4, F46B6.8, F19C7.2, T10H4.12 |  | F18E2.1, F17E9.11, C02B10.6, R11G11.14, F28A12.4, F58B3.1, Y4C6B.6, ZK1058.6, F58B3.3, R05F9.12, F58B3.2 |
| Hydrolase activity, acting on glycosyl bonds | 1 | 1 | 1 | 0 |  |  |  | F58B3.1, Y4C6B.6, F17E9.11, F58B3.3, R05F9.12, F58B3.2 |
| Hydrolase activity, hydrolyzing O-glycosyl compounds | 1 | 1 | 1 | 0 |  |  |  | F58B3.1, Y4C6B.6, F17E9.11, F58B3.3, R05F9.12, F58B3.2 |
| Lysozyme activity | 1 | 1 | 1 | 0 |  |  |  | F58B3.1, F17E9.11, F58B3.3, F58B3.2 |

,

# Supplementary material for: Toxicogenomic analysis of Caenorhabditis elegans reveals novel genes and pathways involved in the resistance to cadmium toxicity
**Source:** Genome Biol. 2007 Jun 25;8(6):R122. doi: 10.1186/gb-2007-8-6-r122
**Supplement:** Additional data file 6 — Effect of RNAi and cadmium on C. elegans body size in the second round RNAi screen using COPAS BioSort.

a The mean body length was normalized by dividing the mean body length of nematodes exposed to the control RNAi to those with the target gene knocked-down (n = 200-500).

b Welch two-sample t-tests were applied for significance tests.

c RNAi of *mtl-2* was conducted in an *mtl-1* null mutant, *mtl-1* (tm1770).

# Supplementary material for: Toxicogenomic analysis of Caenorhabditis elegans reveals novel genes and pathways involved in the resistance to cadmium toxicity
**Source:** Genome Biol. 2007 Jun 25;8(6):R122. doi: 10.1186/gb-2007-8-6-r122
**Supplement:** Additional data file 7 — Primer sequences used in qRT-PCR.

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *mlc-2* | TTGACAGGAACTGACCCAGAGG | ATAGCCTTGACCTCATCCTCG |
| *cdr-1* | TCTTCTCTCAATTGGCAACTG | TTTGGGTAAACTTCATGACGA |
| *mtl-1* | TGGATGTAAGGGAGACTGCAA | CATTTTAATGAGCCGCAGCA |
| *mtl-2* | AAGTGTGCCAACTGCGAATGT | GCTTTCAAGAAAAAACCTCGA |
| *hsp-70* | TGAAATTGAAGCAAAGGACAA | TGTGGATAATTGCTGGAATGG |
| *gst-38* | TGATTTGCTGGGACGTGAAA | CTGGACGAGTCTCAATCCATT |
| T24H10.7 | TTTCGTTTCGTCAACAACCG | AATCCACCGTCTGAATCGTCA |

How the deposited data were processed for this re-analysis (not part of the article)

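The data were Agilent 2-colour arrays of *C. elegans*, 36 in number, of which 18 compared nematodes treated with 100 μM cadmium for 4 h with non-treated nematodes and 18 did so for 24 h. The treated RNA was in Cy5 on 9 arrays of each time and in Cy3 on the other 9. Which array held which dye orientation was taken from the labels of the deposited arrays. The labels give neither the culture nor the RNA preparation nor the partner of a dye flip, and none of these was inferred.

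For each array the authors deposited the output of Agilent's Feature Extraction software. Its fluorescence intensity values, as deposited, are the mean and background signals of each spot and processed signals, from which the software had subtracted the background and corrected the dyes. Its log10 ratios of the dyes were made by the same software from the processed signals, per the file headers. The spot flags were set by the software as well, apart from a manual flag whose meaning the files do not state. The authors also deposited a table of natural log ratios of treated over control, with the dye flips already transformed and a floor at 1 percent of the control. Every column of that table belonged to a mapped array. The methods name GeneSpring and Lowess normalization for it.

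The processed signals were used here for the ratios, and the mean and background signals only for the signal filter. Control spots and spots with an outlier flag were left out. Log2 ratios were normalized by loess within arrays and turned to treated over control, and repeated spots of a probe were averaged. A probe was left out of an exposure time when both signals were under 2 times the background on more than a share of 0.667 of the arrays, or when fewer than 4 arrays of a dye orientation had a value. Ratios were fitted with limma 3.58.1 in R 4.3.3 with a dye term, and tables were handled with data.table 1.17.8 and Python 3.11.15. Because dye-flip partners share RNA and could not be paired, standard errors and degrees of freedom were those of 9 replicates per time. The prior degrees of freedom were 3.73 at 4 h, 3.25 at 24 h and 3.35 for the difference between the times.

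Probes were called at the paper's limits, fold-change of 2 with p of 1e-06 and fold-change of 1.5 with p of 0.001, on two-sided unadjusted p values. The difference between 24 h and 4 h was called at 1.5-fold and a Benjamini-Hochberg adjusted p under 0.05. Gene families, taken from the gene names and tested when they had at least 3 genes, were tested with limma's camera at an inter-gene correlation of 0.01. Relations with the RNAi tables were tested with 100000 permutations. The genes named in the text are those that the paper names in its text, tables and additional data files. Outside the paper's list, they are also the 5 probes with the largest rise and the 5 with the largest fall at each time among those past 1.5-fold and p of 0.001 with the same direction on all 18 arrays, and the 5 largest differences between the times in each direction. This rule was fixed before the data were examined. Other genes are said to be chosen later where they appear. The gene table of assembly WBcel235 served for symbols and for which genes are neighbours, and 19460 of the 20402 probes matched it.

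The signal over background limits the values at dim spots. Of 20402 probes, a median of 94.265% per array at 4 h was well above background in both dyes. Between 79 and 186 spots per array at 4 h and between 77 and 172 at 24 h were saturated. The extraction dates formed batches of 6, 9, 1 and 2 arrays at 4 h and of 9, 8 and 1 at 24 h, and the scanner's dark offset had 3 levels. Results were computed again within the larger batches.

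The tests were tested on simulated data. With 9 replicates counted, 2.28% of unchanged simulated probes had a p under 0.05, against 10.7% with the 18 arrays counted as independent. The simulated arrays shared an error within each dye flip and none within a culture. The loess step lowered the standard deviation of unchanged spots from 0.166 to 0.1 and kept 1.99 of a log2 change of 2.

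The alternatives set before the data were examined were other background corrections, Feature Extraction's own ratios, the deposited table of ratios, other normalizations and signal filters, other counts of independent units, each dye orientation alone, the fit without a dye term, the extraction batch as a random block, the replicate number as a block, a variance trend, other limits, fry or camera with an estimated correlation as the set test, and each array left out in turn. The alternatives added after seeing the data were the dark offset taken off before the signal filter, manually flagged spots left out, and the extraction batch or the offset level as a fixed block. For splits of the samples, 100 were drawn. The qRT-PCR and RNAi measurements have no array data and were not analysed here, apart from the comparison of RNAi tables with induction. The enrichment of Gene Ontology terms and pathways was not computed again, because the term membership of all genes was not used here.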

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

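The tests of the extraction batch and the scanner offset on the difference between the times, and the test of dim spots on genes outside the study's list, were chosen only after the result was seen.

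The change caused by cadmium differed between 24 h and 4 h for 84 probes in a test of the difference itself. The largest rises in log2 between the times were those of numr-1 (2.40), fbxa-163 (2.09), thn-3 (2.02), asp-17 (1.77) and gst-38 (1.70). The largest falls were those of sqst-4 (-1.51), lys-6 (-0.93), drd-1 (-0.87), lys-4 (-0.83) and ugt-31 (-0.78). At 24 h numr-1, fbxa-163, thn-3, asp-17 and gst-38 were higher, and sqst-4, lys-6, drd-1, lys-4 and ugt-31 lower, on 18 of 18 arrays. Other assignments of the arrays to the times gave as many probes in 1 of 100 cases, the real one included, so chance can be excluded if single arrays are taken as exchangeable. Arrays that share RNA or a culture could not be kept together, so chance between the cultures is not excluded. With the 3 cultures as the independent units 0 probes differed, but this count cannot decide the question. On simulated arrays, that way of counting found 20 of 150 probes with a clear difference, against 119 with 9 replicates. The simulated arrays held no error shared within a culture, so they do not show which count suits the real arrays. Within each extraction day with several arrays of both times, 84 of the 84 probes kept their direction, which their choice on these arrays made likely. With the extraction batch as a fixed block 81 of them were still past the limits, and with the offset level as a fixed block 84. The fits with a fixed block argue against the extraction batch and the scanner as the whole cause. A saturated spot was present for 2 of the probes, which argues against saturation. Without background subtraction, all 84 had the same direction and 58 had an unadjusted p under 0.001, so that a part played by background subtraction at dim spots cannot be told apart, since leaving it out also shrinks all ratios. The exposure time is the biological explanation that the design names, and it stays open together with any difference between the cultures of the times, which were not identified.

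Outside the study's list, 32 genes were past 1.5-fold and p of 0.001, in data the paper did not discuss. The largest fitted log2 changes at 24 h were those of Y6E2A.7 (2.37), Y94H6A.2 (1.92), Y26D4A.10 (1.66), pals-13 (1.47) and chil-18 (1.46), and sqst-4 fell the most (-1.50). Each changed in its direction on 18 of 18 arrays. For Y94H6A.2, Y26D4A.10 and pals-13 the control signal was not well above background, so their rises are given as at least 1.981-, 1.509- and 1.451-fold. The control signal was well above background on 1 of 18 arrays for Y6E2A.7 and on 5 for chil-18, so the size of their changes and the order of the 5 genes are not firm. Of the 32 genes, 18 were not well above background in both dyes on 12 or more arrays, against 0.4132% of the 242 listed genes past the limits (56.25% of the 32, Fisher's exact test, two-sided, p = 1.27e-18). Dim spots may therefore account for much of this group. With the values of the authors' deposited table, 19 of the 32 were past the limits too, which argues against the explanation that the authors' values lie below the limits for most of them, and 4 had fewer than 12 values there at 24 h. A response to cadmium stays open for the brighter genes. Among the 32 genes, 3 were pals genes, a family taken up with the other observations.

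Groups of 18 arrays are too large for the test for single distant samples, and none was made.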

How the results depend on the processing

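Among the settings below, those described as added later were chosen after seeing the data.

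Of the values of single genes at one time, 3796 kept their direction and side of the limits under the alternatives set before the data were examined, 130 were no longer past them, 27 newly were, and 0 reversed. Under the settings added later the counts were 871, 1 and 4, and with single arrays left out 3916, 19 and 25. The medians of all probes stayed within 0.02 of 0 on the log2 scale under each scaling.

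With the 3 cultures as the independent units, the counts were 3 probes up-regulated 2-fold at 4 h, 5 at 24 h, 0 down-regulated 2-fold at 24 h (6 at an unadjusted p under 0.05 by limma), 123 up-regulated and 19 down-regulated 1.5-fold, and 0 differing between the times (81 at an unadjusted p under 0.05 by limma). Fewer independent units leave fewer degrees of freedom by construction. Without background subtraction, they were 45 up-regulated and 2 down-regulated 2-fold at 24 h, 119 up-regulated and 17 down-regulated 1.5-fold, and 30 differing between the times. With normexp correction at an offset of 50, 58 were up-regulated 2-fold at 24 h, 145 were up-regulated 1.5-fold and 48 differed between the times. Both settings keep the background in the ratios or add to the signals and so shrink ratios by construction. At 24 h, all 117 and 17 probes called without background subtraction, and all 142 and 24 with normexp, were among the 240 and 36. On the arrays with treated RNA in Cy5 alone, 33 probes were down-regulated 2-fold at 24 h and 401 were down-regulated 1.5-fold, and on those with Cy3 alone 510 were up-regulated and 129 down-regulated 1.5-fold. Within one orientation the dye effect is not removed, by construction.

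Of the 20 families, camera with an estimated inter-gene correlation called 3. The collagen genes, with a mean log2 change of 0.06 that was not past the limit, reversed to -0.06 (-0.05701, adjusted p = 0.0296) on the arrays with treated RNA in Cy5 alone. The cause was not tested.

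The rho between induction and the RNAi effect was -0.18 with the 4 h induction, -0.2708 without background subtraction, -0.2765 with the deposited table of ratios and -0.2677 with manually flagged spots left out, a setting added later. The permutation p was then over 0.05, and the cause was not tested. Without 24 h replicate 9 (rho -0.2759) or replicate 15 (-0.2768) it was over 0.05 as well.

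With single arrays left out, the counts ranged from 32 to 34 (up-regulated 2-fold, 4 h), 93 to 99 (up-regulated 2-fold, 24 h), 3 to 5 (down-regulated 2-fold, 24 h), 236 to 250 and 36 to 40 (up-regulated and down-regulated 1.5-fold), 78 to 87 (difference between the times) and 11 to 12 (families). The rho ranged from -0.294 to -0.2759, and the difference in median induction by RNAi mark from 0.2461 to 0.311.

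The labels give both times the same replicate numbers, which may be no more than a count. With the number as a replicate block, a setting in which arrays of like number are treated as paired, 83 probes differed between the times, of which 80 were among the 84. The correlation of array pairs of like number ran from -0.322 to 0.456 with a median of 0.0465.

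Signal over background limits the values on arrays with a high dark offset, where dim spots are compared over a smaller range.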

Differences from the paper's values

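None of the comparisons with the paper's values was chosen only after the result was seen, apart from settings said to be so.

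For C17H1.8 (pals-7) at 24 h, the paper's fold-change in Additional data file 2 is 4, and the value here was 7.42. Over the alternatives set before the data were examined, the value ran from 1.5 to 8.11. With the authors' deposited table of ratios it was 3.97. Without 24 h replicate 16, 17 or 18 the gap to the paper's value was smaller than the spread between replicates. Under the other settings the values differed, including normexp correction (1.7) and no background subtraction (1.5).

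Some genes that the paper states as changed were just under 1.5-fold here. The paper lists ugt-16 in Additional data file 2 and names mrp-3 as induced, and they were at 1.478- and 1.487-fold at 24 h. mrp-3 was past the limits on the arrays with treated RNA in Cy3 alone and without 24 h replicate 10, and ugt-16 under no setting. For pmp-5, named as suppressed, the log2 change was -0.58, and it was past the limits on the arrays with treated RNA in Cy5 alone, with the deposited table of ratios and without 24 h replicate 1, 3 or 4. The paper names mxl-3 and ins-7 as affected. mxl-3 was at 1.472-fold and past the limits on the arrays with treated RNA in Cy3 alone. ins-7 was at 1.496-fold and past the limits on the arrays with treated RNA in Cy5 alone and without 24 h replicate 1, 3, 4, 7, 12, 13 or 14, and also with the extraction batch or the scanner offset as a fixed block, which were chosen after seeing the values.

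Of the genes that the paper lists as down-regulated in Table 3, T15B7.1, acdh-1, C25G4.6 and T04A8.5 had log2 changes of -0.58, -0.56, -0.54 and -0.53. T15B7.1 was past the limits with Feature Extraction's log ratios, the extraction batch as a random block, the deposited table of ratios, the arrays with treated RNA in Cy5 alone and without 24 h replicate 8, 9, 15, 16, 17 or 18, and with manually flagged spots left out, which was chosen after seeing the values. T04A8.5 was past them on the arrays with treated RNA in Cy5 alone, and acdh-1 and C25G4.6 under no setting.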

Other observations

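The count of neighbouring pairs in which both genes carry a family name, and the comparison of the pals count with the probes of the whole array in the splits, were chosen only after the result was seen. The other tests of neighbouring genes and those on the pals and msp genes were written before their own results were seen, but the patterns of the pals and msp genes had been noticed in the same data.

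In other splits of the arrays by dye and treatment, counts as large as those of probes up-regulated 2-fold at 4 h, up-regulated 2-fold at 24 h, down-regulated 2-fold at 24 h, and up-regulated or down-regulated 1.5-fold at either time came up in 1 of 100 splits each, the real one included, so chance can be excluded for these counts if single arrays are taken as exchangeable. Arrays that share RNA or a culture could not be kept together in these or the splits below, so chance differences between cultures are not covered. For the number of changed gene families, 22 of 100 splits gave as many. A split that is not evenly mixed keeps part of the treatment effect, so this count neither excludes chance nor speaks for it.

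Some genes that the paper discusses were not past the limits on the arrays. T24H10.7 had log2 changes of 0.02 at 4 h and 0.03 at 24 h, and T24H10.4 of -0.09 and -0.21 (adjusted p at 24 h = 0.00384, lower on 17 of 18 arrays). mlc-2 had a log2 change of 0.19 at 24 h (adjusted p = 0.00933, higher on 14 of 18 arrays). kel-8 was at -0.10 (adjusted p = 0.497), brp-1 at 0.45 (adjusted p = 4.87e-04, higher on 17 of 17 arrays), mek-1 at 0.11, pmk-1 at 0.08, mpk-1 at 0.04 and mkk-4 at -0.01.

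The pals genes, chosen after their values were seen, rose at 24 h. Of 29 genes, 27 had a change above 0 and 15 were past 1.5-fold and p of 0.001 (median log2 change 0.88, camera p = 1.118e-30). At 4 h 3 were past the limits, and the set rose more at 24 h than at 4 h (p = 1.271e-25). With an estimated correlation of 0.2437 the camera p was 0.0039, and fry gave 3.871e-13. A set test p as small came up in 1 of 100 splits. No other split had more than 1 probe of the whole array up-regulated 1.5-fold, against the 15 pals genes, so chance can be excluded for their count, with single arrays taken as exchangeable, even though the family was chosen from its values. Over the 23 genes well above background in both dyes on 12 or more arrays, the rise had p = 3.939e-30, with a smaller median log2 change of 0.40 and 11 genes past 1.5-fold and p of 0.001. Dim spots are therefore not its whole cause, though they may account for part of its size. None of the pals genes up-regulated 1.5-fold had a probe sharing 20 bases with another pals probe (0 genes). The median was 0.941 and 0.7689 in the larger extraction days, which argues against the batch. Without background subtraction the set test gave p = 7.843e-12, though the median was then 0.18. A candidate explanation is a response of these genes to the exposure, and it was found and tested on the same data. Of the family, 12 genes are in the study's list.

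The msp genes fell at 24 h. At 4 h their median log2 change was -0.17 already, with 1 of the 28 above 0 (camera test, p = 3.412e-11). At 24 h all 28 were lower (median log2 change -0.40), and 0 were past the limits by limma. A set test p as small as theirs at 24 h came up in 5 of 100 splits. A split that is not evenly mixed keeps part of the treatment effect, so this neither excludes chance nor speaks for it. The fall was seen in both dye orientations, with medians of -0.2842 and -0.5479, which argues against a dye bias as its whole cause. Of the msp probes, 21 share a stretch of 20 bases with another, so the family may be few independent measurements. Of 68 other genes named for sperm, a list written before the test, 66 were lower, and their median of -0.21 lay at percentile 0 of 10000 random lists matched on signal. A set test p as small as theirs came up in 17 of 100 splits, which for the same reason cannot decide on chance for them either. The brightest, ssq-2, ssq-1, ssp-10, nspd-2 and ssq-3, had log2 changes of -0.192, -0.188, -0.285, -0.297 and -0.275. A smaller share of sperm in the treated cultures stays a candidate explanation that these values do not settle. A change of expression within sperm-forming cells stays open, and 1 of the genes is in the study's list.

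Neighbouring genes rose together at 24 h. Of 227 up-regulated genes placed on the annotation, 32 pairs were neighbours, against a median of 2 and at most 10 in 10000 random sets (permutation p = 1e-04, one-sided, the smallest these sets can give). Probes shared 20 bases in 1 of the pairs, which argues against shared sequence. Of the pairs, 15 had different family names, against at most 9 in random sets (permutation p = 1e-04, one-sided, the smallest these sets can give), but in 0 of them did both genes carry a family name, and a gene known by its sequence name alone shows no family, so families of similar genes lying side by side cannot be told apart from a shared response of neighbours.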
